# Netrin-1 regulates somatic cell reprogramming and pluripotency maintenance

**DOI:** 10.1038/ncomms8398

**Published:** 2015-07-08

**Authors:** Duygu Ozmadenci, Olivier Féraud, Suzy Markossian, Elsa Kress, Benjamin Ducarouge, Benjamin Gibert, Jian Ge, Isabelle Durand, Nicolas Gadot, Michela Plateroti, Annelise Bennaceur-Griscelli, Jean-Yves Scoazec, Jesus Gil, Hongkui Deng, Agnes Bernet, Patrick Mehlen, Fabrice Lavial

## Abstract

The generation of induced pluripotent stem (iPS) cells holds great promise in regenerative medicine. The use of the transcription factors Oct4, Sox2, Klf4 and c-Myc for reprogramming is extensively documented, but comparatively little is known about soluble molecules promoting reprogramming. Here we identify the secreted cue Netrin-1 and its receptor DCC, described for their respective survival/death functions in normal and oncogenic contexts, as reprogramming modulators. In various somatic cells, we found that reprogramming is accompanied by a transient transcriptional repression of Netrin-1 mediated by an Mbd3/Mta1/Chd4-containing NuRD complex. Mechanistically, Netrin-1 imbalance induces apoptosis mediated by the receptor DCC in a p53-independent manner. Correction of the Netrin-1/DCC equilibrium constrains apoptosis and improves reprogramming efficiency. Our work also sheds light on Netrin-1's function in protecting embryonic stem cells from apoptosis mediated by its receptor UNC5b, and shows that the treatment with recombinant Netrin-1 improves the generation of mouse and human iPS cells.

## Abstract (web summary)

Reprogramming holds great promise for regenerative medicine but the molecular mechanisms governing the generation of induced pluripotent stem cells remain unclear. Here, the authors reveal functions for the axonal guidance cue Netrin-1 in constraining apoptosis at the early stage of reprogramming and in established pluripotent cells.

Somatic cell reprogramming to pluripotency involves epigenetic modifications, changes in gene expression, protein degradation and protein synthesis. Reprogramming resets differentiated cells to a pluripotent state and can be achieved by nuclear transfer, cell fusion or transduction of certain transcription factors. The original approach relies on the ectopic expression of the factors Oct4, Sox2, Klf4 and c-myc—collectively known as OSKM^1^,^2^,^3^. The relative flaws in the understanding of the molecular mechanisms governing induced pluripotent stem (iPS) cells generation hinder the efficient derivation of reprogrammed cells without genetic manipulation. Whereas the modulation of the initial OSKM cocktail with other factors has been extensively documented, comparatively little is known about soluble molecules promoting the process, even if such recombinant factors could be highly valuable for therapeutic applications. Several processes acting as reprogramming roadblocks harbour tumour-suppressive activity such as programmed cell death (PCD) and senescence^4^,^5^,^6^. As an example, the p53/Puma axis limits iPS cell generation at the late stage of reprogramming and has been related to the dual pro-oncogenic and pro-PCD effect of c-Myc^7^. However, the mechanisms governing cell death independently of p53/c-Myc in the early days of reprogramming remain unclear^4^,^5^,^6^.

Here we identify the Netrin-1 and its dependence receptor DCC (Deleted in Colorectal Carcinoma) as regulators of somatic cell reprogramming to pluripotency. Netrin-1 is a secreted laminin-related molecule initially identified as an axon guidance cue and more recently proposed as a multifunctional protein implicated both during nervous system development and adult pathologies^8^,^9^. Of interest in the scope of this study, Netrin-1 was shown to act as an oncogene by limiting apoptosis induced by its main dependence receptors DCC and UNC5s (UNC5a, UNC5b, UNC5c and UNC5d)^8^,^9^,^10^,^11^. Using a strategy centred on the genomic regions differentially bound by OSKM in somatic and pluripotent cells, we identify members of the Netrin-1/DCC signalling pathway as putative reprogramming roadblocks. We therefore examine Netrin-1 function during iPS cell generation and reveal that the early stage of the process is associated with a transient Netrin-1 transcriptional repression mediated by Oct4 and Klf4 repressive action on the Netrin-1 promoter. We show that such Netrin-1 deficiency limits reprogramming by engaging DCC-induced apoptosis. In parallel, we demonstrate that Netrin-1 protects established pluripotent cells from apoptosis induced by its receptor UNC5b. Importantly, we demonstrate that the Netrin-1/DCC imbalance is corrected by the non-invasive treatment with recombinant Netrin-1 that improves reprogramming efficiency of human and mouse somatic cells.

## Results

### Netrin-1 level controls iPS cell generation

To identify novel pluripotent reprogramming impediments, we developed a method centred on the OSKM ‘differentially bound regions' (DBRs; Fig. 1a)^12^. DBR were identified by comparing the chromatin immunoprecipitation (ChIP)-Sequencing data for OSKM binding in fibroblasts 48 h after OSKM induction and in established pluripotent cells. This approach led to the identification of 264 ‘DBR genomic regions' harbouring a differential OSKM binding in both cell types^12^. We selected the 705 genes located within DBR as candidate genes potentially hindering pluripotent reprogramming (Fig. 1a). We hypothesized that the partial OSKM binding will delay or abrogate their regulation upon reprogramming and might therefore alter iPS cell generation. By performing gene ontology analysis centred on ‘PCD', a major reprogramming impediment, we restricted the list to 51 candidates (Step1). Next, 29 candidates were selected (Step2) due to their dynamic expression during mouse embryonic fibroblasts (MEFs) reprogramming (Supplementary Table 1)^13^. The candidates were subjected to a protein interaction network prediction that revealed an unexpected over-representation of members of the Netrin-1 (Ntn1) signalling pathway with genes corresponding to the Netrin-1 ligand and its receptors DCC, UNC5c and UNC5d (Fig. 1b and Supplementary Table 1).

*Ntn1* expression was assessed during MEF reprogramming induced by OSKM retroviral infection and in the resulting iPS cells grown in 2i/LIF (leukemia inhibitory factor) culture conditions. Such approach revealed a biphasic *Ntn1* expression profile with a marked downregulation during the first 6 days of pluripotent reprogramming followed by a strong reactivation in iPS cells (Fig. 1c). The same pattern, even though with a faster kinetic, is observed in OSKM dox-inducible reprogrammable MEF, ruling out possible side effects of retroviral infection on gene expression (Supplementary Fig. 1a)^14^.

The dynamic expression of Netrin-1 during reprogramming prompted us to investigate whether this factor regulates iPS cell generation. Oct4/GFP knock-in MEF were infected with lentiviral particles encoding a scrambled short hairpin RNA (shRNA) or three different shRNA-targeting Netrin-1 2 days before reprogramming induction by OSKM retroviral infection and 2i/LIF culture conditions (Fig. 1d and Supplementary Fig. 1b). Netrin-1 depletion led to a significant decrease in iPS cell generation efficiency, as denoted by counting GFP-positive colonies activating endogenous Oct4 promoter (Fig. 1e,f). Similar results were obtained by alkaline phosphatase (AP)-positive colony counting, further confirming Netrin-1 effect on iPS cells generation (Supplementary Fig. 1c,d).

### Recombinant Netrin-1 improves reprogramming efficiency

Conversely, Netrin-1 downregulation at the early stage of reprogramming prompted us to ask whether the non-invasive treatment with soluble recombinant Netrin-1 (rNetrin-1) could compensate for such endogenous deficiency and improve reprogramming features. We induced Oct4/GFP MEF to reprogramme using non-integrative RNA Sendai virus and 2i/LIF culture conditions. In such settings, the treatment with rNetrin-1 led to a eightfold increase in the number of Oct4/GFP-positive colonies (Fig. 1g,h). A similar trend was observed with other reprogramming strategies such as OSKM retroviral infection (Supplementary Fig. 1e–g). Conversely, and as expected, a Netrin-1-blocking antibody reduces AP+ colony formation (Supplementary Fig. 1h,i).

We then asked whether Netrin-1 effect on iPS cell generation was restricted to MEFs or could be broadened to other adult somatic cells. We derived various primary cells and detected comparable Netrin-1 expression levels in adult fibroblasts from ear (AEF) or tail tip (ATF) and in intestinal epithelium where Netrin-1 is involved in cell survival and homeostasis (Fig. 1i)^10^. Interestingly, OSKM expression induced by doxycycline (dox) treatment in cultured intestinal epithelium led to the same transient *Ntn1* downregulation than in MEF (Fig. 1j), whereas such phenomenon was not observed in AEF (Supplementary Fig. 1j). Next, we plated intestinal epithelium on irradiated feeder and iPS cells formation by dox treatment. As reported, AP-positive iPS colonies reactivating the naive pluripotency marker Nanog emerged around day 15 (Fig. 1k and Supplementary Fig. 1k)^14^. In such context, we demonstrated that Netrin-1 knockdown, before reprogramming induction, reduced by 75% the number of Nanog-expressing iPS colonies, whereas recombinant Netrin-1 (rNetrin-1) treatment increased iPS cells generation by a fourfold factor (Fig. 1l,m). Netrin-1 depletion also reduced iPS cell generation efficiency from AEF (Fig. 1n).

We next assessed whether recombinant Netrin-1 treatment improves human somatic cells reprogramming. Treatment of human foreskin fibroblasts (HFFs) with rNetrin-1 induced to reprogramme by non-integrative RNA Sendai virus led to a 15-fold increase in reprogramming efficiency, as evaluated by counting the number of SSEA4-positive colonies (Fig. 1o). These findings identify (i) Netrin-1 as a novel factor governing iPS cell formation and (ii) recombinant Netrin-1 as a novel soluble factor improving reprogramming efficiency of various human and mouse somatic cells.

In a therapeutic perspective of improving reprogramming efficiency, we addressed whether recombinant Netrin-1 (rNetrin-1) treatment is detrimental to the iPS cell quality. We characterized pluripotency features and genomic stability of mouse (miPs) and human iPS (hiPS) cells derived with rNetrin-1. We expanded mouse Oct4/GFP iPS (miPS) clones obtained with integrative and non-integrative methods in standard conditions (‘control') or with rNetrin-1 (0.6 μg ml^−1^; ‘rNetrin-1 derived'). The 9 ‘rNetrin-1 derived' miPS clones generated using RNA sendai virus harboured similar levels for *Nanog*, *Rex1* and *Esrrb* RNA than the three ‘control' miPS clones and mouse embryonic stem (ES) cells, showing that rNetrin-1 is not detrimental to the transcriptional reactivation of such naive pluripotent circuitry (Fig. 2a). 

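The RNA-sequencing experiment covers 10 libraries of poly(A) RNA, read as single reads on an Illumina HiSeq instrument. They come from 5 mouse lines. Oct4/GFP MEF are embryonic fibroblasts that carry a green fluorescent protein reporter at the *Oct4* (*Pou5f1*) locus. Pre-iPS cells are a line that stopped part of the way through reprogramming. The remaining lines are the 'control' iPS line and the 'rNetrin-1-derived' iPS clones 1 and 2. Each line has 2 libraries, at passages 5 and 25 for the pre-iPS and iPS lines and at passages 2 and 4 for MEF. The passages of a line are not independent clones, so the comparison of the conditions rests on 1 control line and 2 rNetrin-1-derived lines. For 18901 genes, listed by symbol, the authors deposited counts that edgeR had brought to a common library size, called pseudo-counts, and not the read counts themselves. The paper's text names no aligner, genome build or annotation for them. Each deposited value could be turned back into a whole number of reads, for 100% of the values in every library, and 1 read was worth between 0.888 and 1.18 in the deposited unit. The reads counted on genes were 47356484 and 52946856 in MEF, 41064759 and 42772655 in pre-iPS cells and 43198802 and 38110410 in the control line, in the order of the passages. They were 46357031 and 39128624 in clone 1 and 42054555 and 45412252 in clone 2. The 100 most abundant genes took 25.4 to 25.9% of the reads in MEF and 18.0 to 19.1% in the other lines. Between the libraries of a line, the coefficient of variation left after counting error was 1.88% in MEF and 16.1 to 19.6% in the other lines. The libraries also differ in sex-linked genes. The Y-linked *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* had 753 to 2814 reads each in the control and clone 1 libraries, and 0 to 7 in the pre-iPS and clone 2 libraries. *Xist* had 140 to 328 reads in the former and 15713 to 22992 in the latter, and the MEF libraries had reads of both kinds. Genes with a value of at least 10 in at least 2 libraries were kept for the comparisons, which left 17075. Their values were compared as log2(value + 1) with limma (empirical Bayes with a mean-variance trend), fitting 1 mean per line over all 10 libraries, so that the lines share an estimate of the spread. A gene was counted as different at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. On this scale the fold change of a gene with low values is understated. Positions of genes are given on GRCm38 from the GENCODE M21 annotation, in which 98.8% of the listed symbols, older names included, have a location.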

In parallel, we performed RNA-sequencing analysis to compare Oct4/GFP MEF, partially reprogrammed (pre-) miPS cells, ‘control' miPS cells and two different ‘rNetrin-1 derived' miPS clones generated by OSKM retroviral infection (Fig. 2b and Supplementary Fig. 2a). The mouse pre-iPS cells do not reactivate the Oct4/GFP endogenous locus and do not silence the retroviral transgenes^15^. The calculation of the euclidian distances revealed a strong correlation between the ‘control' and the two ‘rNetrin-1-derived' miPS clones, confirming similar transcriptome resetting in both conditions (Fig. 2b). 

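On log2(value + 1), the Euclidean distance from a control library to an rNetrin-1-derived library was 86.7 ± 7.2 (mean ± SD of 8 pairs), with a range of 75.1 to 99.0. It was 83.3 ± 7.5 from the control to clone 1 and 90.1 ± 6.0 from the control to clone 2 (4 pairs each). The clones were as far from each other, at 85.6 ± 10.6 (4 pairs). Passages 5 and 25 were 62.7 apart in the control line, 66.0 in clone 1 and 71.3 in clone 2. The distance was 165.0 ± 13.8 between pre-iPS and iPS libraries and 311.8 ± 8.5 between MEF and iPS libraries (12 pairs each). The iPS lines were not equally far from pre-iPS. At passages 5 and 25 the mean distance was 180.6 and 176.4 in the control and 154.2 and 147.6 in clone 1. In clone 2 it was 155.2 and 175.8. Both clone 1 libraries and the passage 5 library of clone 2 thus lay nearer to pre-iPS than the control did. Pairs share libraries and are not independent, so the distances were not tested. The mean Pearson correlation across genes was 0.978 between control and rNetrin-1-derived libraries (0.971 to 0.984). It was 0.934 between pre-iPS and iPS libraries and 0.788 between MEF and iPS libraries. Genes are not independent replicates, and no p is given. The distance from pre-iPS to iPS was 1.9 times, and that from MEF to iPS 3.60 times, the distance from the control to the rNetrin-1-derived lines. With only the 500 most variable genes, the choice that moved these ratios most, they were 2.77 and 5.17. DESeq2's variance stabilizing transformation of the recovered reads, chosen after seeing the data, gave distances of 78.0 ± 6.2 from the control to the rNetrin-1-derived lines, 76.6 ± 10.2 between the clones, 137.2 ± 12.4 from pre-iPS to iPS and 264.8 ± 7.5 from MEF to iPS.

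**Figure D1:**
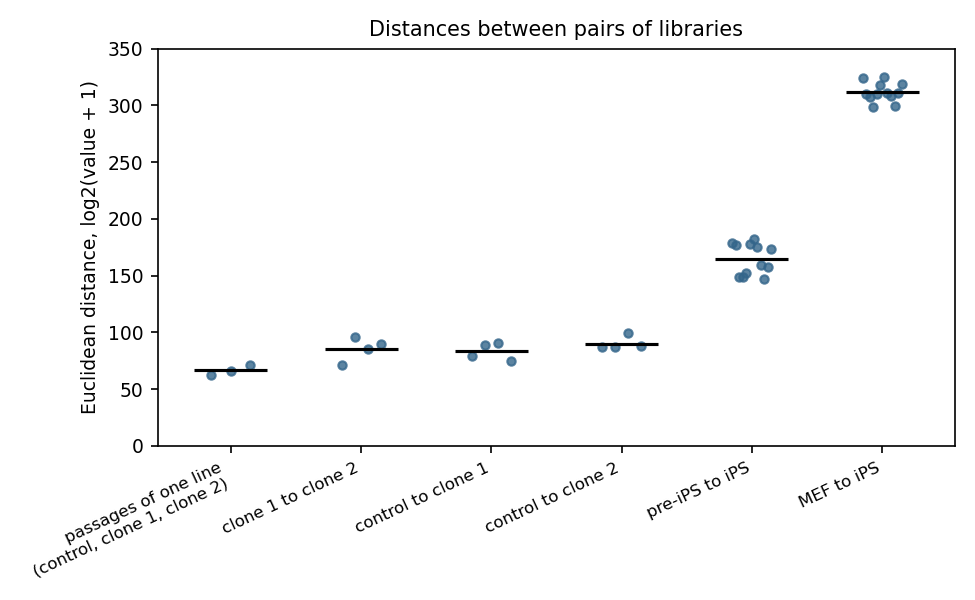
Euclidean distances on log2(value + 1) over 17075 genes. Each point is a pair of libraries and each line the mean of its group. Distances among the iPS lines reach at most 99.0, and those from pre-iPS to iPS start at 146.7.

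Between the rNetrin-1-derived lines and the control, limma called 360 of the 17075 genes different, 169 higher and 191 lower. It called 240 for clone 1 alone and 413 for clone 2 alone. Of these genes it called 121 for both in the same direction, which sharing the control libraries alone favours, and 1 in opposite directions. Between the clones it called 165. For pre-iPS against iPS it called 2781, 804 higher and 1977 lower, a split that became 1354 higher and 1494 lower after quantile normalization. For MEF against iPS it called 8237, 3690 higher and 4547 lower, a split that became 3868 and 4112 after quantile normalization. The median log2 fold change of MEF against iPS was −0.087 as deposited and 0.289 when scaled to housekeeping genes, so this split also depends on the scaling. The counts among the iPS lines depended most on the fit. When only the 6 iPS libraries shared the spread, 134 genes differed between the rNetrin-1-derived lines and the control. Over the 4 libraries of clone 1 and the control alone no gene was called (0), although 2525 had an unadjusted p under 0.05. With the passage as a replicate block, fitted on the 8 iPS and pre-iPS libraries, the counts were 564 for both clones against the control, 490 for clone 1, 711 for clone 2, 327 between the clones and 2947 for pre-iPS against iPS. The block pairs libraries of the same passage. Their deviations from the means of their lines correlated across genes at a mean of 0.353 over the 6 pairs of lines (0.235 to 0.504). In 3642 genes (21.3%), the 4 rNetrin-1-derived libraries did not overlap the 2 control libraries. For such a gene an exact permutation test, two-sided, cannot give a p under 0.0667. The share would be 13.3% if the 6 libraries were exchangeable. They are not, since the passages of a line are alike, which alone raises the share. The excess is therefore no evidence of a difference between the conditions. The genes past the threshold with the largest increases and no overlap were *Ucn3*, *Krt13*, *Lamp5*, *Myo1g* and *Gfra2*. *Ucn3* (chromosome 13, 3940688 to 3945349) rose from 11.6 ± 1.33 (SD, n = 2 libraries) in the control to 245 ± 86.9 (n = 4) in the rNetrin-1-derived lines, a log2 fold change of 4.23 (SE 0.35, limma adjusted p = 0.0011). *Myo1g* (chromosome 11, 6506548 to 6520965) rose from 125 ± 45.8 to 1024 ± 281, a log2 fold change of 3.02 (SE 0.22, limma adjusted p = 0.000762). *Krt13* and *Gfra2* had log2 fold changes of 3.85 and 3.01, and *Lamp5*, listed at 0 in both control libraries, had values of 1.77 to 15.9. The largest decreases were those of *Pgm5* and of the Y-linked *Eif2s3y*, *Ddx3y*, *Usp9y* and *Zfy1*. *Pgm5* (chromosome 19, 24683016 to 24861855) fell from 1406 ± 496 to 40.9 ± 21.4, a log2 fold change of −5.17 (SE 0.26, limma adjusted p = 0.000113). The values of these Y-linked genes in clone 2 were at most 3.97. In clone 1 *Eif2s3y* and *Ddx3y* stood at 0.794 and 0.879 of the control mean, and *Usp9y* and *Zfy1* at 0.316 and 0.430 (log2 fold changes −1.61 and −1.19, limma adjusted p = 0.0913 and 0.201). Pre-iPS cells had means of 359 for *Ucn3*, 1986 for *Krt13*, 1416 for *Myo1g*, 936 for *Gfra2* and 14.8 for *Pgm5*. For these genes they stood with the clones, while for *Lamp5* (1.02 and 0.96) they stood nearer the control. MEF stood nearer the control, at 0, 13.4, 123, 180 and 2346 in the same order. With 1 control line, these differences cannot be told apart from a feature of that line. Among the genes that set pre-iPS apart, *Serpina3n* had a value of 2817 ± 783 (SD, n = 2) against 41.7 ± 16.4 (n = 6) in iPS cells, and *Opcml* 563 ± 216 against 5.96 ± 2.1. *Npy2r* stood at 713 and 722 against at most 2.97. *Stk31* was listed at 0 in both pre-iPS libraries and at 115 to 657 in iPS cells. *1700013H16Rik* and *Usp26* stood at no more than 4.8 in pre-iPS cells, against at least 451 and 508. MEF differed most in *Aspn*, *Fmod* and *Lyz2*, with values of 10135 ± 389, 7383 ± 153 and 6888 ± 90.1 (SD, n = 2) against at most 12.3, 9.24 and 10.9 in iPS cells. *Tmem92* and *Zscan4e* went the other way, from at most 4.17 in MEF to at least 866 and 276. The paper computes the distances after the variance stabilizing transformation of the count data and shows them as a heatmap in Fig. 2b. From them it reads a strong correlation between the control line and the 2 clones, and from this concludes that the transcriptome was reset similarly with and without rNetrin-1.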

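*Nanog* lies on chromosome 6 from 122707489 to 122714633. Its value was 4450 ± 1345 (SD, n = 2 libraries, as for each line below) in the control line, 2776 ± 406 in clone 1 and 7146 ± 417 in clone 2. Over both clones the log2 fold change against the control was 0.03 (SE 0.17, limma adjusted p = 0.958), and an exact permutation test of 4 against 2 libraries, two-sided, gave p = 1.0. The clones lay on opposite sides of the control, at −0.65 (limma adjusted p = 0.138) and 0.72 (limma adjusted p = 0.0895), and differed from each other by 1.37 (SE 0.20, limma adjusted p = 0.0221). *Esrrb* lies on chromosome 12 from 86361117 to 86521628. It stood at 2286 ± 934 in the control, 1259 ± 507 in clone 1 and 6241 ± 1622 in clone 2. Its log2 fold change over both clones was 0.31 (SE 0.37, limma adjusted p = 0.739; exact permutation p = 0.8), and clone 2 was higher than clone 1 by 2.35 (SE 0.42, limma adjusted p = 0.0401). *Dppa3* lies on chromosome 6 from 122626410 to 122630272. It stood at 1270 ± 532 in the control, 684 ± 351 in clone 1 and 1343 ± 314 in clone 2. Its log2 fold change over both clones was −0.40 (SE 0.43, limma adjusted p = 0.713; exact permutation p = 0.6), and clone 2 was above clone 1 by 1.05 (SE 0.50, limma adjusted p = 0.345). For none of the 3 genes did both clones together differ from the control by more than the spread between libraries. Over the 14 other settings and fits that give a p, the log2 fold change of *Nanog* lay between −0.04 and 0.11, that of *Esrrb* between 0.10 and 0.52 and that of *Dppa3* between −0.67 and −0.13, and the lowest adjusted p was 0.486. Several of these fits cannot move the fold change, since they keep all the libraries compared. Leaving out 1 or the other control library moved it further. It then reached −0.28 and 0.34 for *Nanog*, −0.11 and 0.74 for *Esrrb* and −0.84 and 0.0404 for *Dppa3*. In pre-iPS cells *Nanog* had a value of 330 ± 27.1, which is 6.90% of the mean of the 6 iPS libraries and above the 35.7 ± 1.74 of MEF. *Esrrb* had 23.5 ± 11.5 in pre-iPS cells, 0.720% of the iPS mean, beside 15.1 ± 1.91 in MEF. *Dppa3* had 6.48 ± 2.38, 0.590% of the iPS mean, and stood at 0.02 and 1.05 in the MEF libraries. Against iPS cells the log2 fold changes of pre-iPS cells were −3.74 for *Nanog* (SE 0.16, limma adjusted p = 3.06e-06), −6.78 for *Esrrb* (SE 0.35, limma adjusted p = 4.28e-06) and −7.11 for *Dppa3* (SE 0.41, limma adjusted p = 7.77e-06). For each of them both pre-iPS libraries were below all 6 iPS libraries (exact permutation p = 0.0357, the smallest that 2 libraries against 6 allow).

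**Figure D2:**
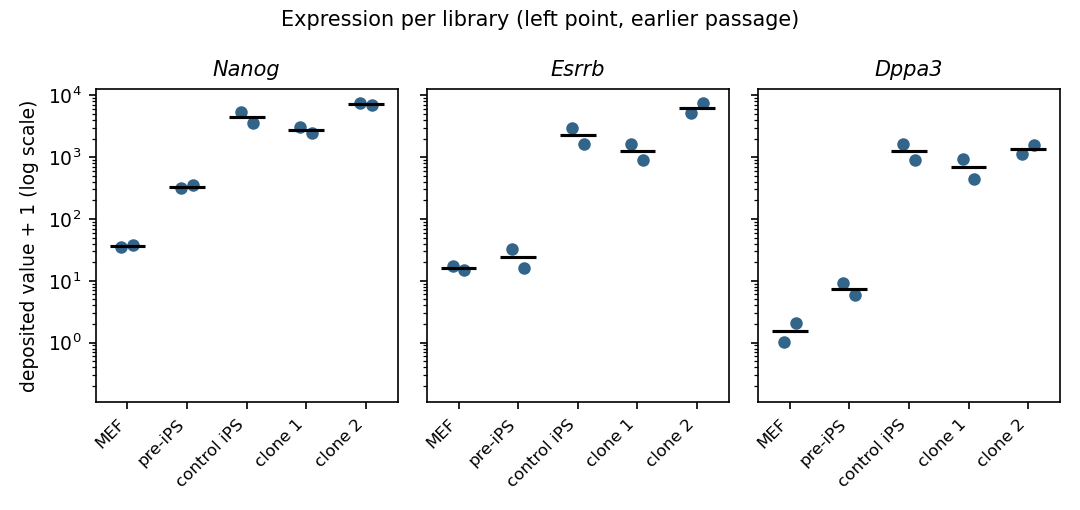
Deposited value + 1 (log axis) of *Nanog*, *Esrrb* and *Dppa3* in the 10 libraries. Points are libraries, with the earlier passage on the left, and bars are the means of the lines. The pre-iPS points lie below those of the 3 iPS lines, and clone 2 has the highest mean for each gene.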

In particular, ‘rNetrin-1-derived' miPS cells harbour similar *Nanog*, *Esrrb* and *Dppa3* levels than ‘control' miPS cells, whereas the pre-iPS cells failed at reactivating these genes (Supplementary Fig. 2b). After 40 passages in culture, the quantification of major chromosomal alterations did not reveal any significant difference between miPS cell lines, suggesting that rNetrin-1 treatment does not impact massively chromosomal stability (Supplementary Fig. 2c). In terms of differentiation potential, we showed that ‘rNetrin-1-derived' miPS cells turn off the endogenous Oct4/GFP promoter activity following LIF withdrawal for 5 days (Supplementary Fig. 2d). Embryoid body formation assays demonstrated their ability to give rise to derivatives of the three germ layers (Fig. 2c). The histological analysis of teratoma formed by ‘rNetrin-1 derived' miPS cells confirmed the presence of tissues representing all three germ layers (Fig. 2d). In parallel, two hiPS cell lines derived from foreskin fibroblasts with rNetrin-1 were characterized at the molecular and functional levels. As shown in Fig. 2e,f, ‘rNetrin-1 derived' hiPS cells express the pluripotency-associated markers OCT4, TRA1-60 and SSEA4. Karyotype analysis revealed no abnormalities and teratoma formation confirmed the presence of derivatives of the three germ layers (Fig. 2g,h). Altogether, these results suggest that the treatment with recombinant Netrin-1 is not detrimental to mouse and hiPS cell features.

### Netrin-1 limits DCC-induced apoptosis during reprogramming

To decipher the mechanisms downstream of Netrin-1, the expression of its receptors was assessed during MEF reprogramming. In the first 6 days, *DCC* expression remains steady, whereas *UNC5b* and *UNC5c* are rapidly downregulated (Fig. 3a and Supplementary Fig. 2e). DCC belongs to the functional family of dependence receptors sharing the ability of triggering apoptosis in the absence of their ligand (Fig. 3b). The expression of such receptor thus renders the cell dependent for its survival on ligand availability^8^,^16^,^17^. In Netrin-1-limiting conditions, unbound DCC triggers apoptosis via a cleavage of its intracellular domain^18^. We asked whether Netrin-1 transient downregulation limits reprogramming by engaging DCC-induced apoptosis. To test this hypothesis, DCC expression was silenced with shRNA lentiviral particles before MEF reprogramming induced by OSKM retroviral infection. DCC knockdown using three different shRNA significantly improves reprogramming efficiency, as denoted by counting the number of Oct4/GFP colonies (Fig. 3c,d and Supplementary Fig. 2f). More importantly, the Netrin-1 depletion effect is rescued by DCC knockdown, identifying the pair Netrin-1/DCC as a novel mediator of reprogramming (Fig. 3e). In contrast, silencing of the Netrin-1 receptor UNC5b did not modify iPS cell generation efficiency (Supplementary Fig. 2g,h). We generated a mice model in which a DCC point mutation at the critical amino acid required for intracellular cleavage (aspartic acid 1290) is sufficient to block DCC-induced apoptosis while leaving unaffected the positive DCC signalling observed upon Netrin-1 binding (Fig. 3f)^19^. MEFs derived from *DCC*^*wt/wt*^ and *DCC*^*D1290N/D1290N*^ littermate embryos were reprogrammed by retroviral OSKM infection and 2i/LIF culture conditions. *DCC*^*D1290N/D1290N*^ MEFs gave rise to iPS cell colonies with a slightly higher efficiency than *DCC*^*wt/wt*^ MEFs, indicating that DCC effect on reprogramming efficiency is at least partly due to its pro-apoptotic activity (Fig. 3g). Recombinant Netrin-1 (rNetrin-1) effect was compared during *DCC*^*wt/wt*^ and *DCC*^*D1290N/D1290N*^ MEF reprogramming. The rNetrin-1 and Netrin-1 blocking antibody effects are nearly abrogated in *DCC*^*D1290N/D1290N*^ MEF, confirming that Netrin-1 effect is partly mediated by the inhibition of DCC pro-apoptotic activity (Supplementary Fig. 2i,j).

Reprogramming factors, especially c-Myc, activate the p53 pathway whose alleviation reduces apoptosis and improves iPS cells generation^4^,^5^,^6^. We investigated whether Netrin-1 effect was dependent on c-Myc/p53. First, reprogramming experiments were performed without c-Myc (OSK) using integrative and non-integrative methods^4^. We demonstrated that, in the absence of c-Myc, the modulation of Netrin-1 level still impacts iPS cell generation, even if at a lesser extent (Supplementary Fig. 2k,l). To assess whether Netrin-1 effect was p53 mediated, *p53*^*−/−*^ MEFs were infected with shRNA against *Ntn1* before OSKM reprogramming. Such approach still led to a significant decrease in the number of AP-positive colonies (Fig. 3h,i). The treatments with rNetrin-1 or Netrin-1 blocking antibody are also still effective in the absence of p53 (Supplementary Fig. 2m,n). Moreover, p53 protein levels remained unchanged by rNetrin-1 treatment at reprogramming day 4 (Fig. 3j). Taken together, these data support the view that DCC pro-apoptotic activity limits pluripotent reprogramming mainly in a c-Myc/p53-independent manner.

We next analysed apoptosis occurrence at the early stage of reprogramming by FACS combining the cell surface markers thy1 and SSEA1 with 4,6-diamidino-2-phenylindole (DAPI) and Annexin V^15^,^20^,^21^. The starting MEF population express thy1, whereas SSEA1 is repressed (thy1^Positive^/SSEA1^Negative^). FACS analysis performed at days 3 and 5 post OSKM infection confirmed the emergence of a thy1^Negative^/SSEA1^Negative^ subpopulation (thy1^Neg^) enriched in reprogramming cells, as shown by morphology and AP staining (Fig. 4a and Supplementary Fig. 3a). We showed that, in the early days of reprogramming, Netrin-1/DCC ratio modulation directly impacts apoptosis occurrence with thy1^Neg^ cells being particularly sensitive to such phenomenon (Fig. 4b,c and Supplementary Fig. 3b–e). Following Ntn1 silencing, the percentage of thy1^Neg^ apoptotic cells is increased by 30% at reprogramming day 3 (Fig. 4b,c and Supplementary Fig. 3e). Conversely, following DCC knockdown, the percentage of thy1^Neg^ apoptotic cells is decreased by 20% and 40% at reprogramming day3 and 5, respectively. As expected, Ntn1 and DCC double knockdown led to a reduction in apoptosis occurrence (Fig. 4b,c and Supplementary Fig. 3e). Taken together, these data support the view that the early Netrin-1/DCC imbalance limits iPS generation by inducing DCC-mediated apoptosis predominantly in thy1^Neg^ reprogramming cells. *Ntn1* and *DCC* expression levels were next assessed at this stage of reprogramming. At day 3, *Ntn1* expression is strongly downregulated in thy1^Neg^ cells, whereas *DCC* remains steady—situation favouring DCC-mediated cell death (Fig. 4d). However, 3 days later, the pattern is inverted with *Ntn1* reactivation and *DCC* silencing, possibly reflecting the elimination of the DCC-expressing cells (Fig. 4d). The *Ntn1* activation is maintained at day 9 in the thy1^Negative^/SSEA1^Positive^ cells co-expressing Nanog and in established iPS cells (Supplementary Fig. 3f)^15^,^21^.

### Oct4, Klf4 and the NuRD complex repress Netrin-1 expression

We then asked which epigenetic mechanism triggers Netrin-1 transient transcriptional repression. In agreement with its location within DBR, the Ntn1 locus is occupied by Oct4, Sox2 and Klf4 in mouse ES cells (mm8 genome browser: Oct4-binding chr11: 68210308-68210332, Sox2-binding chr11: 68210051-68210500, Klf4-binding chr11: 68210297-68210303; Supplementary Fig. 4a)^12^,^22^. We evaluated OSKM effect on the activity of Netrin-1 promoter^23^. Luciferase assays performed on OSKM dox-inducible MEF transfected with different promoter constructs demonstrated the ability of the reprogramming cocktail to repress specifically Netrin-1 promoter activity, whereas control SV40 promoter activity remains steady (Fig. 4e,f). A similar approach was employed in HEK293T cells with single reprogramming factors to reveal that Oct4 and Klf4 are responsible for Netrin-1 promoter repression (Fig. 4g).

Different epigenetic complexes, such as Polycomb, WDR5 and NuRD, are associated with early development and connected to the reprogramming factors activity^24^,^25^,^26^,^27^. Among them, the nucleosome remodelling and deacetylase (NuRD) complex member Mbd3 has been identified as a strong reprogramming roadblock, with OSKM inducing a global redistribution of Mbd3 on target genes in MEF (1,177 binding regions in MEF compared with 8,657 after OSKM induction)^26^. ChIP-Sequencing data revealed that, upon dox induction in MEF, Mbd3 gets specifically recruited on the Netrin-1 promoter, at a genomic location that corresponds exactly to Oct4-, Sox2- and Klf4-binding site in mouse ES cells (mm8 genome browser: Mbd3-binding chr11: 68209776-68210746; Fig. 4h)^12^. As depicted in Fig. 4i, Mbd3 knockdown before reprogramming induction led to a rescue of Ntn1 downregulation. In agreement with this finding, comparison of Netrin-1 expression profile during MEF^wt/wt^ and Mbd3^fl/-^ reprogramming shed light on a significantly higher induction of *Ntn1* in day 8 Mbd3^fl/-^ MEF reprogramming than in day 11 MEF^wt/wt^, whereas *Ntn3* expression profile remains unaffected (Supplementary Fig. 4b). Luciferase assays confirmed that Oct4 and Klf4 repressive effect on Netrin-1 promoter activity is mainly mediated by Mbd3 (Fig. 4j). Moreover, depletion of the other NuRD components Mta1 and Chd4 before reprogramming also rescued *Ntn1* downregulation, whereas Mta2 knockdown had no effect (Fig. 4k). Taken together, these data demonstrate that a Mbd3/Mta1/Chd4-containing NuRD complex is responsible for the transient Netrin-1 transcriptional repression observed upon reprogramming.

### Netrin-1 limits apoptosis in pluripotent cells

Finally, owing to the high Netrin-1 expression level in iPS cells, we asked whether Netrin-1 contributes to pluripotency maintenance. Taking advantage of blastocyst-derived stem cells *in vitro*, we showed that *Ntn1* expression is confined to ES cells and absent from the extra-embryonic-derived TS and XEN cells, whereas *UNC5b* is detected in the three *in vitro* cellular models, even if at a reduced level compared with MEF (Fig. 5a). We next showed that the Netrin-1 promoter activity is strong in pluripotent ES cells compared with MEF, because of genomic elements located in the promoter part B (Fig. 5b). We asked whether Netrin-1 is expressed during pre-implantation development but *Ntn1* mRNA could not be detected in blastocysts by *in situ* hybridization. This observation was confirmed by exploiting single-cell PCR resource performed in mouse blastomeres and in ES cells^28^. *Ntn1* and its receptors (*DCC*, *UNC5a-d)* are not detected at the blastocyst or epiblast stages *in vivo* but *Ntn1* and *UNC5b* are activated during the ES cell derivation process (Supplementary Fig. 4c). To evaluate Netrin-1 function, Netrin-1 knockdown ES cells were established by lentiviral infection with two different shRNA (Fig. 5c–g and Supplementary Fig. 4d). In a colony formation assay, we showed that Netrin-1 depletion led to a drastic reduction in the number of AP-positive colonies obtained in the presence or absence of LIF, demonstrating that Netrin-1 contributes to maintain ES cell self-renewal properties (Fig. 5c–e). Moreover, when the morphology of the mouse ES colonies was compared, a 30% decrease in the percentage of ‘undifferentiated' colonies (round, strongly and homogeneously positive for AP) and a concomitant 30% increase in the percentage of ‘mixed' colonies (weak and heterogeneous AP staining) was detected with the Netrin-1-depleted population, suggesting a defect in the stability of the pluripotent state (Fig. 5f). This phenotype could be due to a defect in cell cycle and/or survival in such challenging conditions. No significant change on cell cycle could be detected upon Netrin-1 knockdown (Supplementary Fig. 4e). However, Netrin-1 depletion led to a significant increase of the percentage of apoptotic cells, whereas necrotic occurrence remains unaffected, demonstrating a protective effect of Netrin-1 in pluripotent cells (Fig. 5g and Supplementary Fig. 4f). Conversely, stable mouse ES clones expressing exogenously Netrin-1 present an improved self-renewal ability in colony formation assay (Fig. 5h–j). The effect on the ES cell morphology was particularly striking with colonies that remained undifferentiated even after 5 days in differentiation conditions in the absence of LIF (Fig. 5h). Interestingly, such Netrin-1 exogenous expression reduced significantly apoptosis occurrence in ES cells (Fig. 5k,l and Supplementary Fig. 4g). Owing to *UNC5b* expression in ES cells, we asked whether Netrin-1 function was mediated by this dependence receptor. UNC5b knockdown rescues Netrin-1 depletion effect on colony formation assay and apoptosis occurrence, identifying the pair Netrin-1/UNC5b as novel regulators of apoptosis in pluripotent ES cells *in vitro* (Fig. 5m–p and Supplementary Fig. 4h).

## Discussion

Together, the data presented here described the importance of the dependence receptor paradigm both in the regulation of reprogramming and of pluripotency, the balance between Netrin-1 and its receptors DCC or UNC5b being key to regulate both processes. Dependence receptors form a family of more than 20 membrane receptors that are not linked by their structure, but by the common functional trait of triggering active apoptosis in the absence of their respective ligand. Thus, cells expressing these types of receptor are dependent on the presence of ligands in the extracellular environment to survive.

Along this line, it was recently formerly demonstrated that the Netrin-1/DCC pair plays a major role in cancer with DCC constraining tumour progression^19^,^29^ and with Netrin-1-promoting tumour progression^10^,^30^ via their respective pro-apoptotic/survival activity. This dual activity may also be implicated in neuronal navigation and developmental angiogenesis^11^,^31^

In this study, we identified unexpected functions for the secreted cue Netrin-1 in regulating iPS cell generation and pluripotency maintenance (Fig. 5q)^26^. On the one hand, we propose an integrated model deciphering how the early dichotomous function of OSKM leads to the recruitment of a repressive Mbd3/Mta1/Chd4-containing NuRD complex to the Ntn1 promoter, leading to Netrin-1 deficiency. This finding reinforces and broadens the view that early OSKM impaired binding to the somatic genome, combined with the recruitment of antagonistic epigenetic complexes, result in aberrant gene expression that is detrimental for iPS cell generation^12^,^26^. We show that the destabilization of the balance between Netrin-1 and its receptor DCC leads to apoptosis induction at the early stage of reprogramming and reduces iPS cell generation. Importantly, we established Netrin-1 as a recombinant protein able to improve the generation of miPS and hiPS cells under specific culture conditions. On the other hand, our work shed light on another Netrin-1 function in ES cell self-renewal, notably by constraining UNC5b-mediated apoptosis. Our work, by providing novel insights into the early stage of reprogramming and pluripotency maintenance, should shorten the road to develop clinically useful iPS cells.

## Methods

### Cell culture and RNAi experiments

MEFs were derived from E13.5 embryos from different backgrounds. Mouse pre-iPS, iPS and Cgr8 ES cells were cultured on gelatin or on irradiated MEF in KSR+LIF or KSR 2i+LIF^32^ as previously described^33^. Mouse XEN and TS cells were grown as previously reported^33^. Intestinal epithelium was grown and induced to form iPS cells, as previously reported^14^. 293T and plat-E cells were grown in DMEM supplemented with 10% FCS and penicillin/streptomycin. For reprogramming, when stipulated, 2i components were added 5–6 days post OKM induction (infection or dox treatment). PD0325901 and chiron were purchased from Merck Millipore. shRNA experiments were performed using pLKO.1 vectors and short interfering RNA (siRNA) using esirna from Sigma (SHCLNG-NM_008744 for Ntn1, SHCLNG-NM_007831 for DCC, SHCLNG-NM_029770 for UNC5b and EMU022741 for Mbd3, SHCLNG-NM_054081 for Mta1, SHCLNG-NM_11842 for Mta2 and SHCLNG-NM_145979 for Chd4). TRC clone numbers are available upon request. Luciferase assays were performed using dual luciferase reporter assay system (Promega, E1910). MEF and HEK293 cells were transfected using Lipofectamine 2000 (Life Technologies). Human Mbd3 stealth siRNA were employed (Life Technologies, hss147580 and hss147581). The different constructs of human Netrin-1 promoter were already described^23^. HA-Flagged Netrin-1 cDNA was cloned into the *Pac*I and *Xho*I restriction sites of pcagg-ires-puro plasmid giving rise to pcagg-Netrin-1-ires-puro vector (pcagg-ires-puro is a kind gift from Ian Chambers). ES cells were stably transfected using FugeneHD reagent (Promega, E2691).

### Antibodies

Primary antibodies used in this study for immunofluorescence and FACS are as follows: anti-Oct4 (Santa Cruz, C10), anti-Nanog (Cosmobio, RCA B000 2P-F), anti-thy1 (Ebiosciences, 53-2.1), anti-SSEA1 (Stem Cell Technologies, 60060PE) and NL493-conjugated anti-SSEA4 antibody (R&D Systems, SC023), anti-Tra1-60 (Stemgent, 09-0009).

### Retroviral and lentiviral production

Plat-E cells were used to produce pMXs-based retroviruses containing the cDNA for Oct4, Sox2, Klf4 or cMyc, as previously described^32^. PlatE-generated mCherry retrovirus was used to monitor MEF infection efficiency in each experiment. 293T cells were used to produce lentiviral pLKO-derived particles.

### Mouse iPS cells generation

For iPS induction, MEFs were seeded per well of a six-well plate and 12 h later overnight infections were performed using equal amounts of each indicated retrovirus in the presence of 8 μg ml^−1^ polybrene (Sigma, 107689). The day after, wells were rinsed twice and cells were cultivated in medium supplemented or not with 150 or 750 ng ml^−1^ recombinant Netrin-1 (rNetrin-1). Forty-eight hours after infection, MEFs were reseeded onto irradiated feeders in iPS media. Media were replaced every day with medium alone or freshly supplemented with rNetrin-1. Emerging iPS colonies were monitored until days 12–14 when cells were harvested or individual colonies picked for further analysis. Similar protocol was employed with RNA sendai virus (cytotune 2.0, Life Technologies). The dox-inducible mice were purchased from the Jackson Laboratories (stock number 011001). MEFs, adult fibroblasts from ear and tail tip and intestinal epithelium were plated on irradiated feeders and treated with doxycycline at 2 μg ml^−1^. Recombinant Netrin-1 was purchased from Adipogen (AB40B-0075). Because of the poor stability of the recombinant Netrin-1 molecule and variability between batches, batch activity was systematically tested in cell death assays using UNC5b-transfected cells. The blocking Netrin-1 antibody was obtained from the Netris Pharma company.

### Human iPS cells generation

Reprogramming experiments have been performed on 5 × 10^5^ HFFs (Millipore) seeded in a well of six-well plates and grown in FibroGRO-LS medium (Millipore) until replating on MEFs. Cells were infected overnight with Sendaï viruses (Cytotune, Life Technologies) each of them at multiplicity of infection (MOI)=3. The day after, wells were rinsed twice and cells were cultivated in medium supplemented or not with 150 or 750 ng ml^−1^ rNetrin-1. Media were replaced every day with medium alone or freshly supplemented with rNetrin-1. Seven days post infection, cells were seeded onto freshly mitomycin-C-treated MEF at a density of 1 × 10^5^ or 2 × 10^5^ HFF cells per plate. The next day medium was switched to DMEM/F12 culture medium supplemented with 20% PluriQ Serum Replacement (GlobalStem), 0.1 mmol l^−1^ non-essential amino acids, 1 mmol l^−1^ L-glutamine, 0.1 mmol l^−1^ 2-mercaptoethanol, penicillin/streptomycin (all of them from Life Technologies), 12.5 ng ml^−1^ recombinant human basic fibroblast growth factor (Milytenyi Biotec). At day 26, fully reprogrammed colonies were manually picked and transferred to freshly mitomycin-C-treated MEF for amplification.

### Apoptosis detection

Cells were stained with anti-thy1 and apoptosis quantified with the Dead Cell Apoptosis Kit with Annexin V FITC and DAPI (Life technologies, V13242).

Colony formation assay was performed as previously described^32^.

### FACS sorting

Analysis was performed on a BD LSRFortessa. Sorting was performed on a BD FACSDiVa. Cells were sorted, washed immediately and centrifuged before being plated directly in fresh medium or frozen for RNA extraction and gene expression analysis.

### RNA-Sequencing

RNA quality was analysed using a Bioanalyser (Agilent). Libraries were constructed and sequenced on an illumina Hiseq 2000 by the MGX company. GEO record series GSE54107.

### Teratoma formation assay

5 × 10^6^ iPS cells were injected under the kidney capsules of 7-week-old severe combined immunodeficient (SCID) mice (CB17/SCID, Charles River). After 3 weeks, the mice were euthanized and lesions were surgically removed and fixed in formol or in 4% paraformaldehyde for cryosections. Same procedure was employed with 5 × 10^5^ iPS cells injection in testicles. Human teratoma formation was conducted as previously described^34^. All animal procedures were performed in accordance with the institutional guidelines (French ceccapp project 01369.01).

### Quantifications and Statistics

Comparison of the reprogramming efficiencies was performed on littermate embryos. At least two different batches of MEFs and reagents were used. Statistical analyses of mean and variance were performed with Prism 6 (GraphPad Software) and Student's *t*-test. The littermates belong to an experimental group determined by the genotyping.

## Additional information

**How to cite this article:** Ozmadenci, D. *et al.* Netrin-1 regulates somatic cell reprogramming and pluripotency maintenance. *Nat. Commun.* 6:7398 doi: 10.1038/ncomms8398 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-4

## Figures and Tables

**Figure 1:**
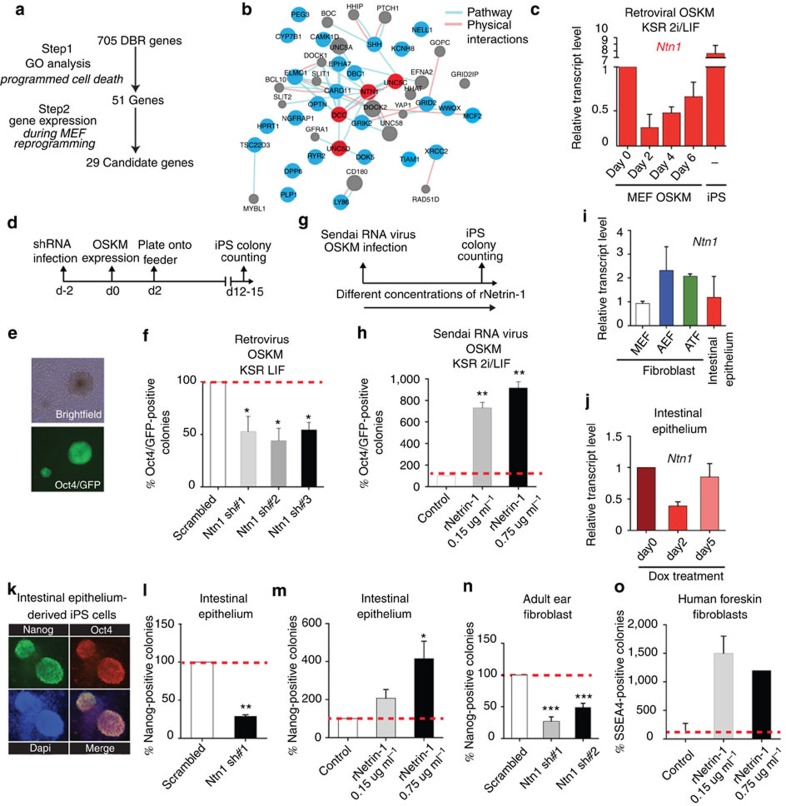
Netrin-1 level governs reprogramming. (**a**) Identification of pluripotent reprogramming impediments. DBR genes were selected using UCSC genome browser ( http://genome.ucsc.edu), gene ontology performed with DAVID ( http://david.abcc.ncifcrf.gov/home.jsp; gene ontology:0008624, 0006917, 0012502, 0043065). Candidate list was refined to 29 genes using RNA-Seq, microarray data and literature. (**b**) Predicted protein interaction network ( http://www.genemania.org). Blue and red dots correspond to candidates, grey dots to potential partners. (**c**) *Ntn1* expression is biphasic during reprogramming. Quantitative reverse transcription–PCR (Q-RT–PCR) depicts *Ntn1* expression levels during reprogramming induced by OSKM retroviral expression. Data are expressed relative to MEF as the mean±s.d. (*n*=3). (**d**) Schematic of the time schedule of reprogramming experiment. (**e**) Typical mouse Oct4/GFP iPS colony 14 days following OSKM infection. Scale bars, 80 μm. (**f**) Netrin-1 depletion reduces reprogramming efficiency. The number of Oct4/GFP-positive colonies produced from sh-scrambled MEFs is set at 100% for each individual experiment. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P*<0.05. (**g**) Schematic of the time schedule of reprogramming experiment. (**h**) Recombinant Netrin-1 (rNetrin-1) effect on mouse Oct4/GFP iPS cells generation induced by OSKM RNA sendai virus. rNetrin-1 (0.15or 0.75 μg ml^−1^) was added daily to the media. Data are the mean±s.d. (*n*=2). Student's *t*-test, *P*<0.01. (**i**) Netrin-1 expression in various somatic cells. Q-RT–PCR depicts *Ntn1* level in mouse embryonic fibroblast (MEF), adult ear (AEF) and tail tip (ATF) fibroblasts and intestinal epithelium. Data are expressed relative to MEF as the mean±s.d. (*n*=3). (**j**) Netrin-1 expression is biphasic during intestinal epithelium reprogramming. Q-RTPCR depicts *Ntn1* expression at day 2 and day 5 post OSKM induction (dox treatment). Data are expressed relative to untreated intestinal epithelium at day 2 and day 5 as the mean±s.d. (*n*=2). (**k**) Oct4/Nanog immunostaining of a miPS colony derived from intestinal epithelium. Scale bars, 100 μm. (**l**) Netrin-1 depletion reduces reprogramming efficiency of intestinal epithelium. The number of Nanog-positive colonies produced from sh-scrambled sample is set at 100%. Data are the mean±s.d. (*n*=2). Student's *t*-test, **P<0.01. (**m**) Recombinant Netrin-1 (rNetrin-1) effect on iPS cells generation from mouse intestinal epithelium. Data are the mean±s.d. (*n*=2). Student's *t*-test, *P<0.05. (**n**) Netrin-1 depeltion reduces reprogramming efficiency of adult ear fibroblasts (AEFs). Nanog immunostaining was performed after 12–14 days of reprogramming. Data are the mean±s.d. (*n*=2). Student's *t*-test, ***P<0.001. (**o**) Recombinant Netrin-1 effect on human iPS colonies emergence from human foreskin fibroblasts. SSEA4-positive hiPS colonies were counted day 26 post infection.

**Figure 2:**
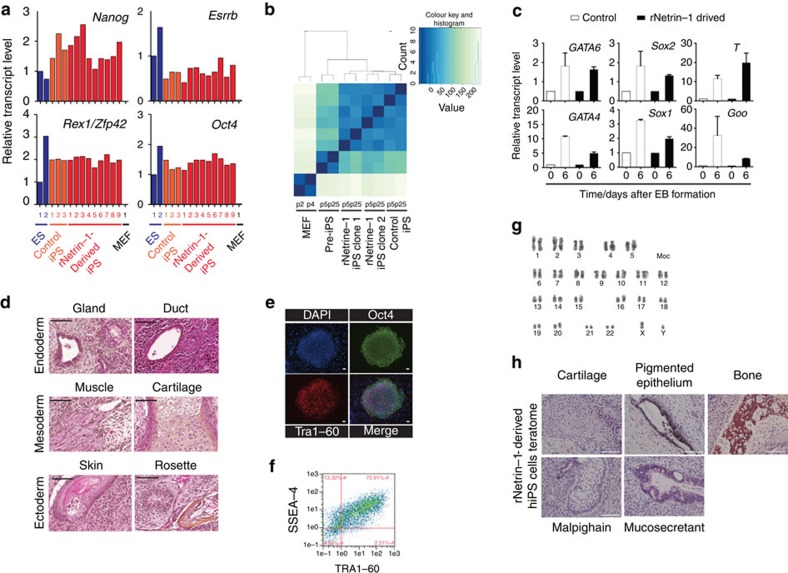
Recombinant Netrin-1 treatment is not detrimental to iPS cells quality. (**a**) Naive pluripotency markers expression in ‘control' and ‘rNetrin-1 derived' miPS cells from RNA Sendai virus. Mouse ES cells, three ‘control' iPS clones, nine ‘rNetrin-1-derived' iPS clones and MEF were analysed for *Nanog*, *Esrrb, Rex1/Zfp42* and *Oct4* expression by quantitative reverse transcription–PCR. (**b**) Heatmap of the euclidean distances between the samples as calculated from the variance stabilizing transformation of the count data (DESeq). Samples consist of Oct4/GFP MEF, mouse pre-iPS, ‘control' and ‘rNetrin-1-derived' iPS clones derived by OSKM retroviral infection. (**c**) ‘Control' and ‘rNetrin-1-derived' mouse iPS cells form embryoid bodies containing derivatives of the three germ layers. Data are normalized to housekeeping genes and expressed relative to t0 as the mean±s.d. (*n*=3). (**d**) Teratoma histological analysis from ‘ rNetrin-1-derived' miPS cells showing contribution to the three germ layers. Scale bars, 100 μm. (**e**) Pluripotency markers expression in ‘rNetrin-1-derived' human iPS cells. Immunostainings for OCT4 and Tra1-60 were performed on a hiPS colony. Scale bars, 50 μm. (**f**) SSEA4 and TRA1-60 FACS analysis of ‘rNetrin-1-derived' hiPS cells. (**g**) Karyotype of ‘rNetrin-1-derived' hiPS cells. (**h**) Histological analysis of a ‘rNetrin-1-derived' hiPS cells teratoma. Scale bars, 200 μm.

**Figure 3:**
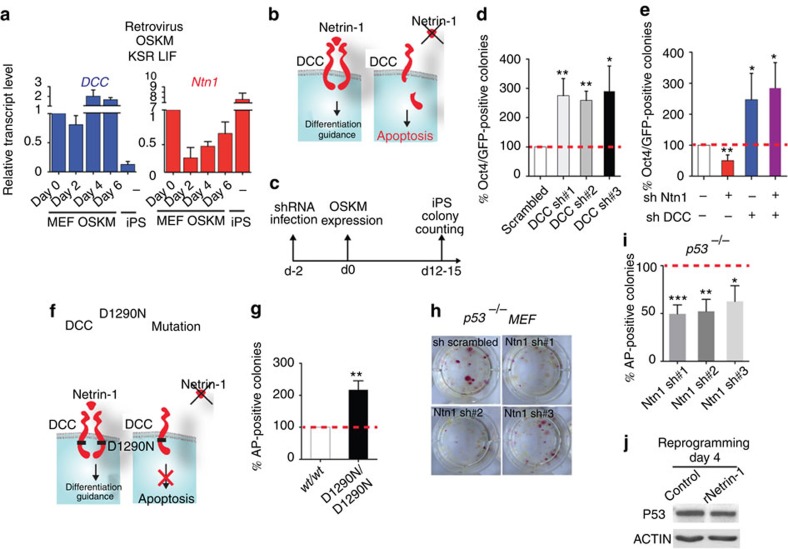
DCC pro-apoptotic activity limits reprogramming occurrence. (**a**) DCC expression is maintained at the early stage of reprogramming. Quantitative reverse transcription–PCR depicts *DCC* and *Ntn1* expression profile during reprogramming. Data are expressed relative to MEF as the mean±s.d. (*n*=3). (**b**) Schematic depicting the dependence receptor paradigm. In presence of its ligand Netrin-1, DCC transduces a positive signalling leading to differentiation and guidance cues. In the absence of or in Netrin-1-limiting conditions, DCC actively induces caspase-dependent apoptosis. (**c**) Schematic of the time schedule of reprogramming experiment. (**d**) DCC depletion improves reprogramming efficiency. The number of Oct4/GFP colonies produced from sh-scrambled MEFs is set at 100% for each individual experiment. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P<0.05 or **P<0.01. (**e**) Netrin-1 depletion effect is rescued by DCC knockdown. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P<0.05 or **P<0.01. (**f**) Scheme depicting DCC^D1290N^ point mutant model. In the presence of Netrin-1, DCC-positive signalling remains unaffected. In settings of ligand absence, DCC pro-apoptotic activity is abrogated. (**g**) DCC pro-apoptotic activity abrogation improves reprogramming efficiency. MEFs were derived from embryos of *DCC*^*wt/D1290N*^ mice intercrosses. *DCC*^*wt/wt*^ and *DCC*^*D1290N/D1290N*^ were subjected to reprogramming and AP-positive colonies scored at days 12–14. The number of colonies from *MEF*^*wt/wt*^ is set at 100% for each individual experiment. Data are the mean±s.d. (*n*=3). Comparable transduction efficiencies were achieved with *DCC*^*wt/wt*^ and *DCC*^*D1290N/D1290N*^ MEF. Student's *t*-test, *P<0.05. (**h**–**j**) Netrin-1 effect is mainly p53 independent. (**h**–**i**) Netrin-1 depletion reduces reprogramming efficiency of *p53*^*−/−*^ MEF. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P<0.05 or **P<0.01 or ***P<0.001. (**j**) p53 protein levels are not modulated by rNetrin-1 treatment. Western blot for p53 and ACTIN was performed on MEF treated with dox for 4 days in the presence or absence of recombinant Netrin-1 (0.75 μg ml^−1^).

**Figure 4:**
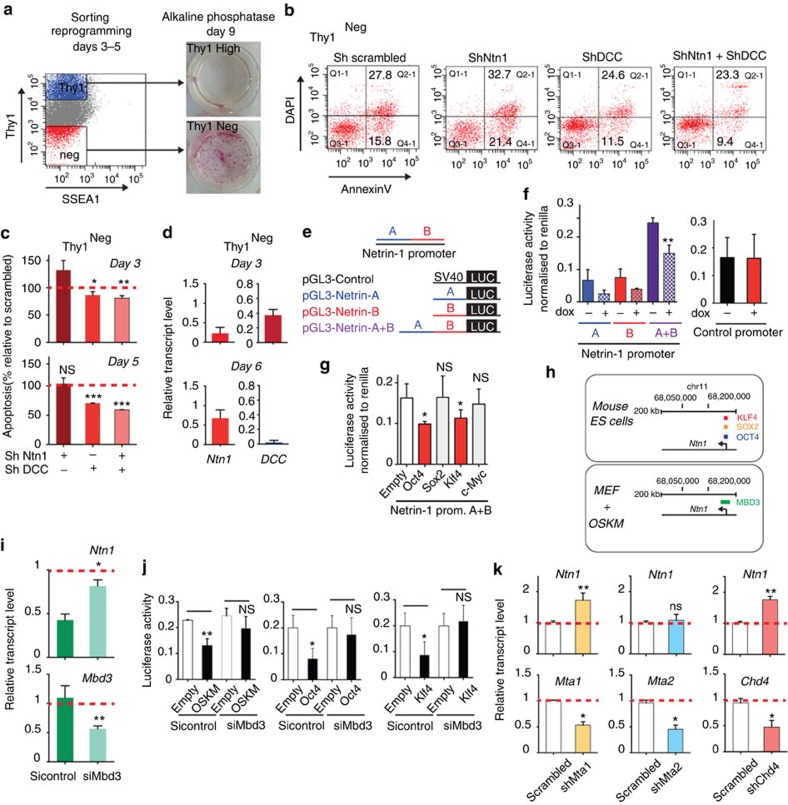
Ntn1/DCC balance modulates apoptosis at the early stage of reprogramming. (**a**) Representative FACS profile of thy1^High^ and thy1^Neg^ cells 3–5 days post OSKM infection. Cells were sorted and plated back in reprogramming media for 6–9 additional days before AP activity staining. (**b**) Representative FACS profile of apoptosis in thy1^Neg^ cells following Ntn1 and/or DCC depletion. Apoptotic cells percentages are indicated. (**c**) Quantification of thy1^Neg^ apoptotic cells following Ntn1 and/or DCC depletion at days 3 and 5. The apoptotic cell percentage in sh-scrambled thy1^Neg^ MEFs is set at 100%. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P<0.05 or **P<0.01 or ***P<0.001; NS, non-significant. (**d**) *Ntn1* and *DCC* expression levels in thy1^Neg^ cells. Cells were sorted at days 3 and 6 post OSKM retroviral infection. Quantitative reverse transcription–PCR (Q-RT–PCR) data are expressed relative to MEF as the mean±s.d. (*n*=3). (**e**) Scheme depicting Netrin-1 promoter constructs: part A, B and A+B^23^. pGL3-control vector with SV40 promoter and enhancer driving luciferase expression is used as ‘control vector'. (**f**) Dox-inducible MEFs were transfected with Netrin-1 promoter luciferase constructs and treated with or without dox for 48 h. Data are normalized to Renilla activity and expressed as the mean±s.d. (*n*=2). Student's *t*-test, *P*<0.05. (**g**) Regulation of Netrin-1 promoter activity by single reprogramming factors. HEK293T cells were transfected with Netrin-1 promoter part A+B and reprogramming factors. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P*<0.05. (**h**) Mbd3 is recruited to Ntn1 promoter upon reprogramming. ChIP-seq resource was employed to assess Ntn1 promoter occupancy in mouse ES cells and in MEF following OSKM induction. Data are extracted from refs 22, 26. Mbd3 is recruited on chromosome 11 (position 68209776-68210746 NCBI36/mm8) in the vicinity of Oct4- (chr11 68210308-68210332), Sox2- (chr11 68210051-68210500) and Klf4- (chr11 68210297-68210303) binding sites. (**i**) Netrin-1 transcriptional silencing is rescued by Mbd3 depletion. MEFs were transfected with Mbd3 siRNA 24 h before OSKM infection and cells harvested 36 h post OSKM infection. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P<0.05 or **P<0.01. (**j**) OSKM repressive effect on Ntn1 promoter activity is mediated by Mbd3. HEK293T cells were transfected with Mbd3 siRNA before Ntn1 promoter luciferase construct and reprogramming factors. Luciferase activity was assessed 48 h post transfection and normalized to Renilla activity. Data are the mean±s.d. (*n*=2). Student's *t*-test, *P<0.05. (**k**) Netrin-1 silencing is mediated by Mta1 and Chd4. MEFs were infected with lentiviral particles targeting the NuRD complex members Mta1, Mta2 and Chd4 and reprogramming induced 48 h later. Q-RTPCR depicts *Ntn1*, *Mta1*, *Mta2* and *Chd4* expression levels at reprogramming day 2. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P<0.05 or **P<0.01.

**Figure 5:**
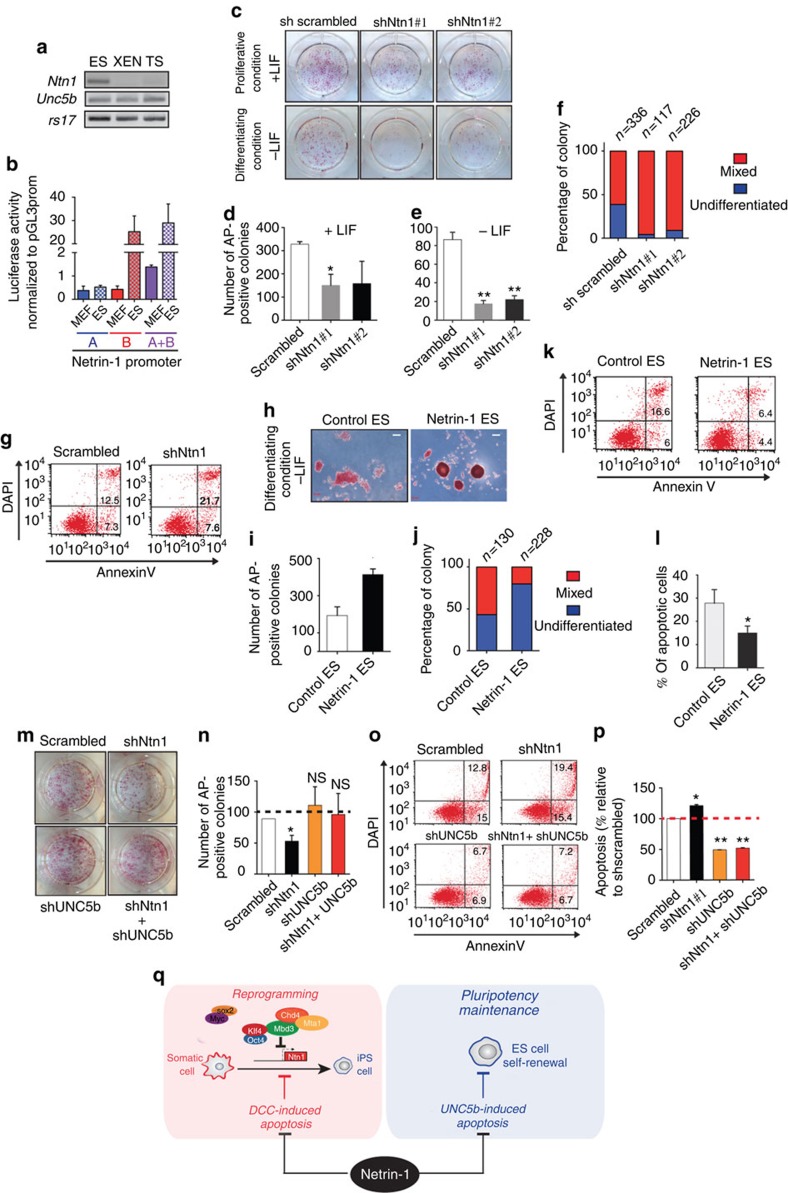
Netrin-1 promotes pluripotency features *in vitro*. (**a**) *Netrin-1* and *UNC5b* expression in blastocyst-derived stem cells. Semi-quantitative RTPCR depicts *Ntn1*, *UNC5b* and housekeeping *rs17* expression levels. (**b**) Netrin-1 promoter activity in pluripotent versus somatic contexts. Netrin-1 promoter constructs were transfected in mouse embryonic stem (mES) and mouse embryonic fibroblasts (MEF) cells. Data are normalized to Renilla activity and expressed as the mean±s.d. (*n*=3). Student's *t*-test, *P*<0.05. (**c**–f) Netrin-1 knockdown decreases colony formation ability of mES cells. sh scrambled, shNtn1#1 and shNtn1#2 mES cells were plated at low density and grown for 6 days in the presence (proliferating condition) or absence (differentiation condition) of LIF before AP staining. (**c**) Colony formation assay results. (**d**,**e**) Counting of AP-positive colonies obtained in the presence (**d**) or in the absence (**e**) of LIF. Data are expressed as the mean±s.d. (*n*=3). Student's *t*-test, *P*<0.05. (**f**) Netrin-1 depletion affects mES cells pluripotency. ‘Unidifferentiated' and ‘mixed' colonies were scored after colony formation assay. The *n* indicates the number of colonies counted. Data are representative of three independent experiments. (**g**) Representative FACS profile of apoptosis in sh scrambled and shNtn1#1 mES cells. Cells were plated at low density for 3–5 days and stained with Annexin V/DAPI. (**h**–**j**) Netrin-1 exogenous expression improves mES cells self-renewal properties. (**h**) AP pictures of ‘control' and ‘Netrin-1-expressing' mES cells. Scale bars, 100 μm. (**i**) Counting of AP-positive colonies. Same protocol as **c**. Data are expressed as the mean±s.d. (*n*=3). (**j**) ‘Undifferentiated' and ‘mixed' colonies were scored after colony formation assay. Data are representative of three independent experiments. (**k**) Representative FACS profile of apoptosis in ‘control' and ‘Netrin-1-expressing' mES cells. (**l**) Quantification of apoptosis in ‘control' and ‘Netrin-1-expressing' ES cells. Data are the mean±s.d. (*n*=3). Student's *t*-test, *P<0.05. (**m**–**p**) Netrin-1 depletion effect is rescued by UNC5b knockdown. (**m**) Bright-field pictures of colony formation assay results. (**n**) AP-positive colony counting. Data are expressed as the mean±s.d. (*n*=3). (**o**,**p**) Netrin-1 depletion effect on apoptosis is rescued by UNC5b knockdown. (**o**) Representative FACS profile of apoptosis in sh scrambled, shNtn1, shUNC5b and shNtn1+shUNC5b mES cells. (**p**) Quantification of apoptosis following Netrin-1 and/or UNC5b depletion. The apoptotic cells percentage in sh-scrambled mES cells is set at 100%. Data are the mean±s.d. (*n*=2). Student's *t*-test, *P<0.05 or **P<0.01. (**q**) Model recapitulating Netrin-1 function in reprogramming and pluripotency maintenance.

## References

[b1] TakahashiK. & YamanakaS. Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126, 663–676 (2006).1690417410.1016/j.cell.2006.07.024

[b2] TakahashiK. *et al.* Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell 131, 861–872 (2007).1803540810.1016/j.cell.2007.11.019

[b3] LavialF. *et al.* The Oct4 homologue PouV and Nanog regulate pluripotency in chicken embryonic stem cells. Development 134, 3549–3563 (2007).1782718110.1242/dev.006569

[b4] KawamuraT. *et al.* Linking the p53 tumour suppressor pathway to somatic cell reprogramming. Nature 460, 1140–1144 (2009).1966818610.1038/nature08311PMC2735889

[b5] LiY. *et al.* The p53-PUMA axis suppresses iPSC generation. Nat. Commun. 4, 2174 (2013).2387326510.1038/ncomms3174PMC4394110

[b6] MarionR. M. *et al.* A p53-mediated DNA damage response limits reprogramming to ensure iPS cell genomic integrity. Nature 460, 1149–1153 (2009).1966818910.1038/nature08287PMC3624089

[b7] EvanG. Cancer. Taking a back door to target Myc. Science 335, 293–294 (2012).2226779910.1126/science.1217819

[b8] MehlenP., Delloye-BourgeoisC. & ChedotalA. Novel roles for Slits and netrins: axon guidance cues as anticancer targets? Nat. Rev. Cancer. 11, 188–197 (2011).2132632310.1038/nrc3005

[b9] CirulliV. & YebraM. Netrins: beyond the brain. Nat. Rev. Mol. Cell Biol. 8, 296–306 (2007).1735657910.1038/nrm2142

[b10] MazelinL. *et al.* Netrin-1 controls colorectal tumorigenesis by regulating apoptosis. Nature 431, 80–84 (2004).1534333510.1038/nature02788

[b11] CastetsM. *et al.* Inhibition of endothelial cell apoptosis by netrin-1 during angiogenesis. Dev. Cell 16, 614–620 (2009).1938627010.1016/j.devcel.2009.02.006

[b12] SoufiA., DonahueG. & ZaretK. S. Facilitators and impediments of the pluripotency reprogramming factors' initial engagement with the genome. Cell 151, 994–1004 (2012).2315936910.1016/j.cell.2012.09.045PMC3508134

[b13] MikkelsenT. S. *et al.* Dissecting direct reprogramming through integrative genomic analysis. Nature 454, 49–55 (2008).1850933410.1038/nature07056PMC2754827

[b14] WernigM. *et al.* A drug-inducible transgenic system for direct reprogramming of multiple somatic cell types. Nature Biotechnol. 26, 916–924 (2008).1859452110.1038/nbt1483PMC2654269

[b15] PoloJ. M. *et al.* A molecular roadmap of reprogramming somatic cells into iPS cells. Cell 151, 1617–1632 (2012).2326014710.1016/j.cell.2012.11.039PMC3608203

[b16] BernetA. *et al.* Inactivation of the UNC5C Netrin-1 receptor is associated with tumor progression in colorectal malignancies. Gastroenterology 133, 1840–1848 (2007).1796745910.1053/j.gastro.2007.08.009PMC2211510

[b17] ThibertC. *et al.* Inhibition of neuroepithelial patched-induced apoptosis by sonic hedgehog. Science 301, 843–846 (2003).1290780510.1126/science.1085405

[b18] MehlenP. *et al.* The DCC gene product induces apoptosis by a mechanism requiring receptor proteolysis. Nature 395, 801–804 (1998).979681410.1038/27441

[b19] CastetsM. *et al.* DCC constrains tumour progression via its dependence receptor activity. Nature 482, 534–537 (2012).2215812110.1038/nature10708

[b20] BuganimY. *et al.* Single-cell expression analyses during cellular reprogramming reveal an early stochastic and a late hierarchic phase. Cell 150, 1209–1222 (2012).2298098110.1016/j.cell.2012.08.023PMC3457656

[b21] StadtfeldM., MaheraliN., BreaultD. T. & HochedlingerK. Defining molecular cornerstones during fibroblast to iPS cell reprogramming in mouse. Cell Stem Cell 2, 230–240 (2008).1837144810.1016/j.stem.2008.02.001PMC3538379

[b22] ChenX. *et al.* Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. Cell 133, 1106–1117 (2008).1855578510.1016/j.cell.2008.04.043

[b23] Delloye-BourgeoisC. *et al.* Nucleolar localization of a netrin-1 isoform enhances tumor cell proliferation. Sci. Signal. 5, ra57 (2012).10.1126/scisignal.200245622871610

[b24] AlderO. *et al.* Ring1B and Suv39h1 delineate distinct chromatin states at bivalent genes during early mouse lineage commitment. Development 137, 2483–2492 (2010).2057370210.1242/dev.048363PMC2927698

[b25] AngY. S. *et al.* Wdr5 mediates self-renewal and reprogramming via the embryonic stem cell core transcriptional network. Cell 145, 183–197 (2011).2147785110.1016/j.cell.2011.03.003PMC3097468

[b26] RaisY. *et al.* Deterministic direct reprogramming of somatic cells to pluripotency. Nature 502, 65–70 (2013).2404847910.1038/nature12587

[b27] dos SantosR. L. *et al.* MBD3/NuRD facilitates induction of pluripotency in a context-dependent manner. Cell Stem Cell 15, 102–110 (2014).2483557110.1016/j.stem.2014.04.019PMC4082719

[b28] TangF. *et al.* Deterministic and stochastic allele specific gene expression in single mouse blastomeres. PLoS ONE 6, e21208 (2011).2173167310.1371/journal.pone.0021208PMC3121735

[b29] KrimpenfortP. *et al.* Deleted in colorectal carcinoma suppresses metastasis in p53-deficient mammary tumours. Nature 482, 538–541 (2012).2235884310.1038/nature10790

[b30] Delloye-BourgeoisC. *et al.* Interference with netrin-1 and tumor cell death in non-small cell lung cancer. J. Natl Cancer Inst. 101, 237–247 (2009).1921144110.1093/jnci/djn491

[b31] FurneC., RamaN., CorsetV., ChedotalA. & MehlenP. Netrin-1 is a survival factor during commissural neuron navigation. Proc. Natl Acad. Sci. USA 105, 14465–14470 (2008).1879660110.1073/pnas.0803645105PMC2567197

[b32] PerchardeM. *et al.* Ncoa3 functions as an essential Esrrb coactivator to sustain embryonic stem cell self-renewal and reprogramming. Genes Dev. 26, 2286–2298 (2012).2301912410.1101/gad.195545.112PMC3475801

[b33] LavialF. *et al.* Bmi1 facilitates primitive endoderm formation by stabilizing Gata6 during early mouse development. Genes Dev. 26, 1445–1458 (2012).2271360310.1101/gad.188193.112PMC3403013

[b34] GriscelliF. *et al.* Malignant germ cell-like tumors, expressing Ki-1 antigen (CD30), are revealed during *in vivo* differentiation of partially reprogrammed human-induced pluripotent stem cells. Am. J. Pathol. 180, 2084–2096 (2012).2242571310.1016/j.ajpath.2012.01.011

# Supplementary material for: Netrin-1 regulates somatic cell reprogramming and pluripotency maintenance
**Source:** Nat Commun. 2015 Jul 8;6:7398. doi: 10.1038/ncomms8398
**Supplement:** Supplementary Information — Supplementary Figures 1-4

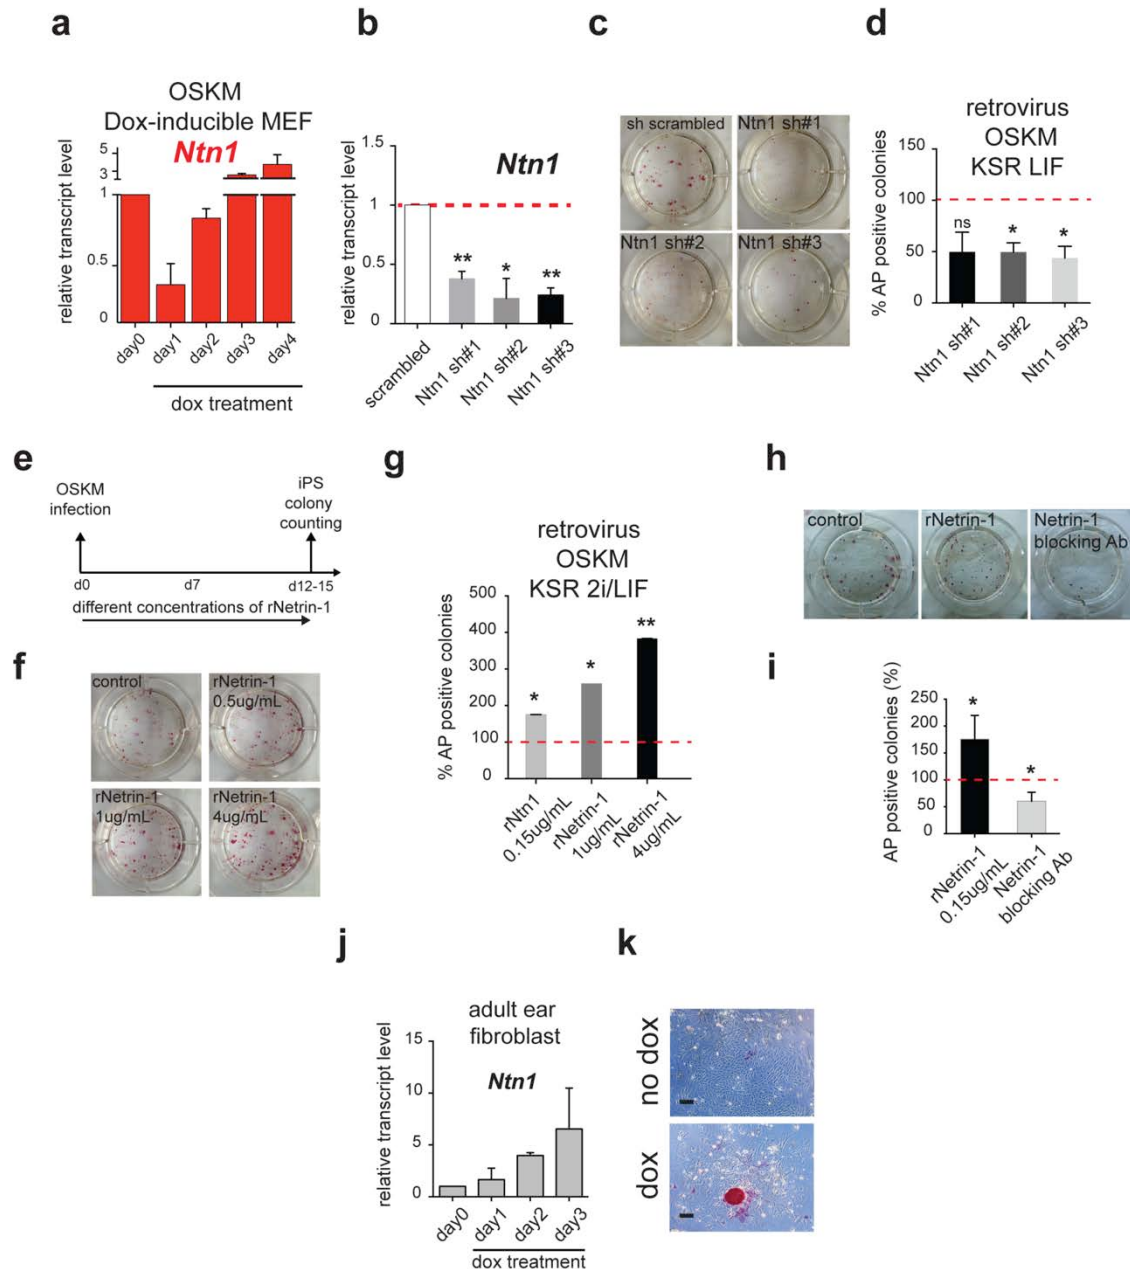

## Supplementary Figure 1. Netrin-1 controls reprogramming.

(a) *Ntn1* expression is biphasic during OSKM dox-inducible MEF reprogramming. Q-RT-PCR depicts *Ntn1* expression during reprogramming induced by dox treatment. Data are normalized to housekeeping genes and expressed relative to MEF as the mean  $\pm$  s.d. (n=2). (b) Knockdown efficiency of *Ntn1* shRNAs. Q-RT-PCR depicts *Ntn1* expression level 96 hours following MEF infection with lentiviral particles encoding 3 different shRNA targeting *Ntn1*. *Ntn1* expression level in sh scrambled MEF is set at 1. Data are the mean  $\pm$  s.d. (n=2). (c-d) Decreased reprogramming efficiency following Netrin-1 depletion, analysed by quantifying alkaline phosphatase positive iPS colonies. The number of colonies produced from sh-scrambled infected MEFs is set at 100% for each individual experiment. Data are the mean  $\pm$  s.d. (n=3). Experiments were performed with different batches of MEFs and viruses. Statistical analysis, Student's t-test  $p < 0.05$  (\*), ns: non significant. (e-g)

Recombinant Netrin-1 impact on mouse iPS cells generation induced by OSKM retroviral infection. (e) Schematic of the time schedule of recombinant Netrin-1 treatment experiment. (f-g) rNetrin-1 (0.15µg/mL, 1 or 4µg/mL) was added daily to the culture media and AP positive colonies counted 12-14d following OSKM infection. The number of colonies produced from untreated MEFs is set at 100% for each individual experiment. Data are the mean  $\pm$  s.d. (n=3). Statistical analysis, Student's t-test  $p < 0,05$  (\*) or  $p < 0,01$  (\*\*). (h-i) Recombinant Netrin-1 and Netrin-1 blocking antibody impact on reprogramming efficiency. Netrin-1 (0.15µg/mL) and Netrin-1 blocking antibody (10µg/mL) were added daily to the culture media and AP+ colonies counted 12-14d following OSKM infection. Data are the mean  $\pm$  s.d. (n=3). Statistical analysis, Student's t-test  $p < 0,05$  (\*). (j) Netrin-1 expression profile during reprogramming of adult ear fibroblasts. Q-RTPCR depicts *Ntn1* expression during a 3 days kinetic of dox treatment. Data are the mean  $\pm$  s.d. of two independent experiments. (k) Mouse intestinal epithelium reprogramming. Intestinal epithelium was dissociated and plated in culture on irradiated feeder. After 15 days in absence (upper panel) or in presence (lower panel) of dox, alkaline phosphatase staining was performed. Bars 200µm.

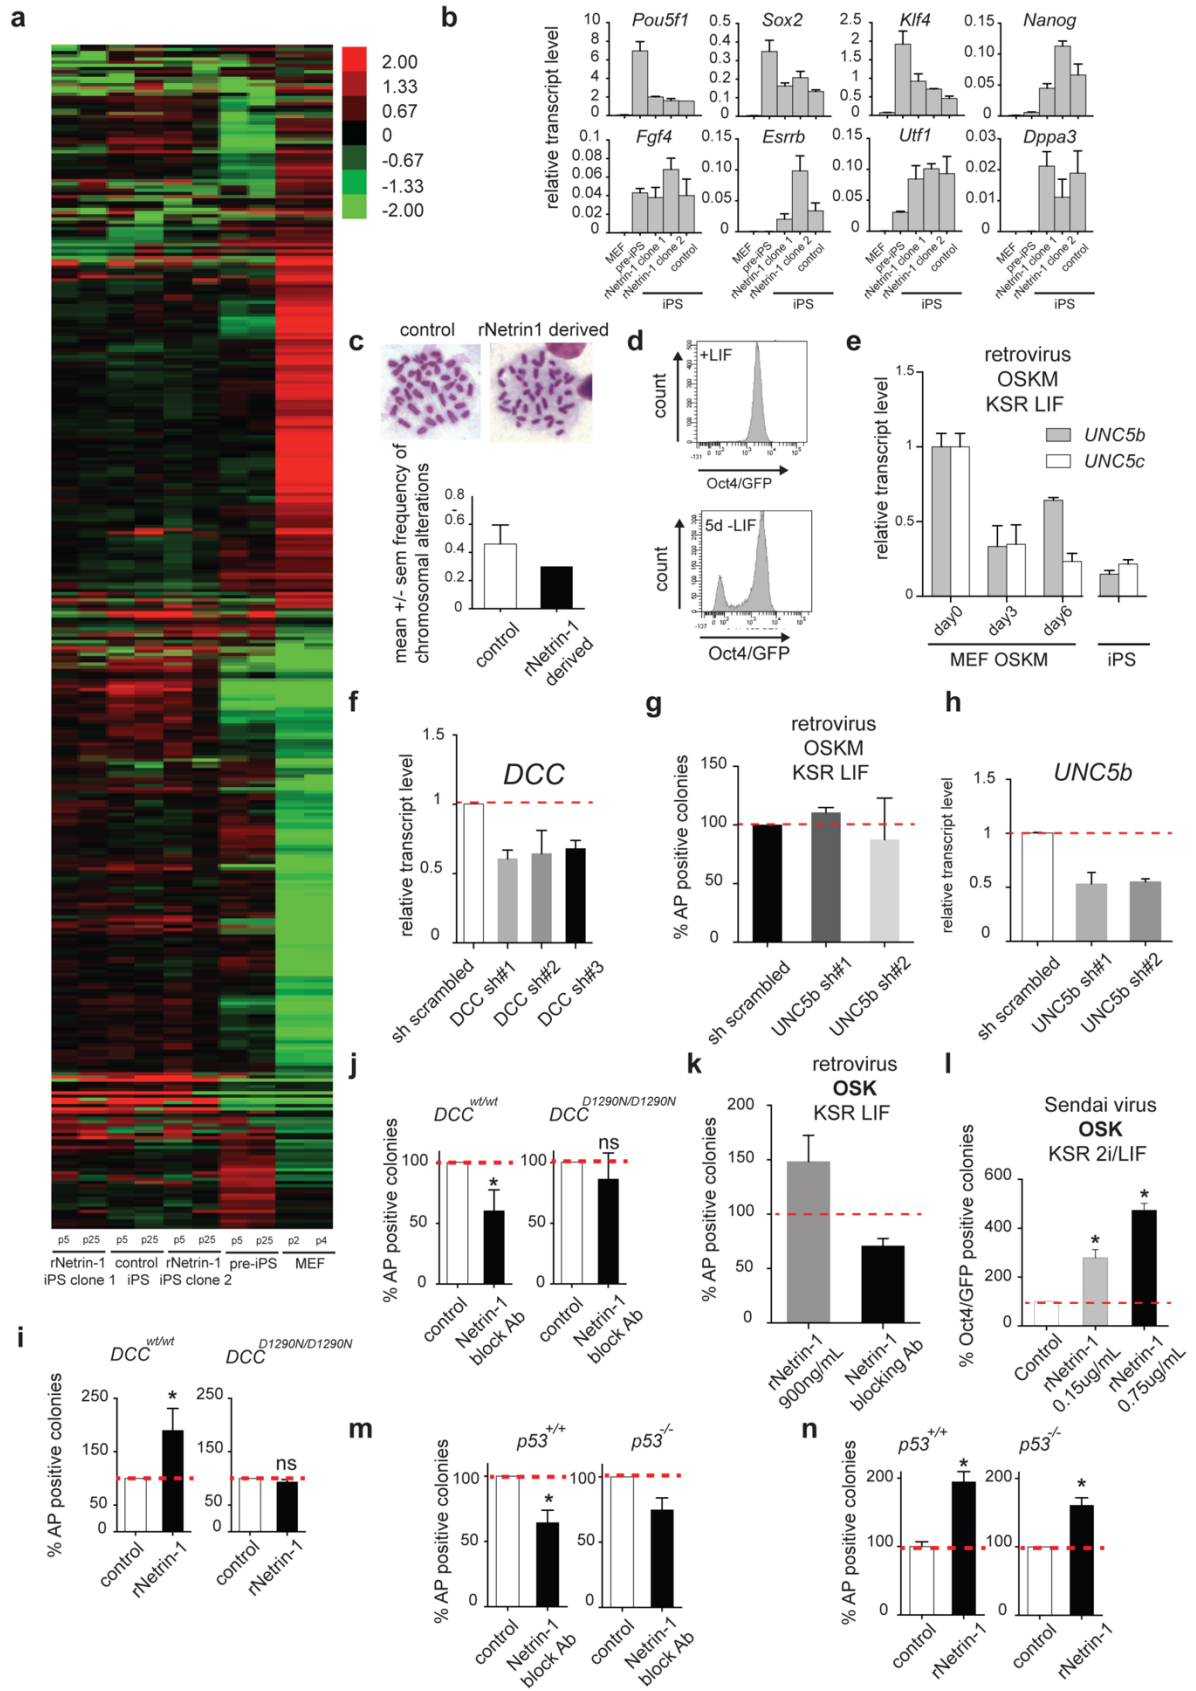

## Supplementary Figure 2. Netrin-1 is not detrimental to mouse and human iPS cell quality.

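Clustered by complete linkage on the distances of log2(value + 1), the 2 libraries of each of the 5 lines paired first. The control line and clone 1 then joined at a distance of 90.8 and clone 2 joined them at 99.0. The pre-iPS line followed at 182.7 and MEF at 325.0. After the variance stabilizing transformation of the recovered reads, the same joins took place at 81.9, 88.1, 152.3 and 276.4.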

(a) Dendrogram of RNA-sequencing data from mouse Oct4/GFP MEF, pre-iPS, "control" and "rNetrin-1 derived" iPS cells obtained following OSKM retroviral infection. (b) "Control" and "rNetrin-1 derived" mIPS cells are successful at turning on naive pluripotency markers. RNA-Seq data for *Pou5f1*, *Sox2*, *Klf4*, *Nanog*, *Fgf4*, *Esrrb*, *Utf1* and *Dppa3* expression levels in MEF, pre-iPS, control and rNetrin-1 derived iPS cells. 

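Of these 8 genes, *Pou5f1* (chromosome 17, 35506018 to 35510772), *Sox2* (chromosome 3, 34650405 to 34652461) and *Klf4* (chromosome 4, 55527143 to 55532466) were also carried by the retroviruses, and the deposited values do not separate transgene reads from endogenous ones. *Pou5f1* had a value of 103978 ± 4908 (SD, n = 2 libraries per line) in the control line, 94851 ± 5443 in clone 1 and 100917 ± 12871 in clone 2, beside 404191 ± 15905 in pre-iPS cells and 2293 ± 347 in MEF. *Sox2* stood at 8966 ± 937, 10151 ± 1172 and 13193 ± 2319 in the control and clones 1 and 2, and at 20240 ± 2419 in pre-iPS cells. Over both clones, the log2 fold change against the control was −0.09 for *Pou5f1* (SE 0.11, limma adjusted p = 0.751) and 0.36 for *Sox2* (SE 0.13, limma adjusted p = 0.172). *Klf4* rose from 30696 ± 2727 in the control to 57309 ± 13202 in clone 1 and 44894 ± 1606 in clone 2, a log2 fold change of 0.72 (SE 0.13, limma adjusted p = 0.0255). All 4 rNetrin-1-derived libraries were above both control libraries (exact permutation p = 0.0667, the smallest possible). When the fit took in only the iPS libraries, the limma adjusted p of *Klf4* was 0.0938. *Fgf4* (chromosome 7, 144847367 to 144865243) and *Utf1* (chromosome 7, 139943789 to 139945112) had log2 fold changes of 0.30 (SE 0.27, limma adjusted p = 0.641) and −0.08 (SE 0.23, limma adjusted p = 0.905) against the control. Thus 1 of the 8 genes had an adjusted p under 0.05 in this comparison, whether adjusted over the 8 genes or over all genes, and 0 also reached a log2 fold change of 1. For each clone alone against the control the adjustment mattered: 2 of the 8 genes in clone 1 and 4 in clone 2 had an adjusted p under 0.05 over the 8 genes, against 1 and 0 over all genes. Against iPS cells, pre-iPS cells had higher *Pou5f1* (log2 fold change 2.02, SE 0.10, limma adjusted p = 4.47e-06), *Sox2* (0.93, SE 0.12, limma adjusted p = 0.000516) and *Klf4* (1.38, SE 0.13, limma adjusted p = 9.09e-05). *Utf1* was lower in them (−1.72, SE 0.22, limma adjusted p = 0.000471), and *Fgf4* did not differ beyond the spread (−0.23, SE 0.26, limma adjusted p = 0.505). Here 7 of the 8 genes had an adjusted p under 0.05, over the list as over all genes, and 6 of them reached a log2 fold change of 1. MEF had 7.8 ± 0.89 for *Fgf4* and 11.8 ± 3.15 for *Utf1*, against means of 3133 ± 1200 and 5957 ± 1263 (SD, n = 6) over the iPS libraries. The legend gives n = 3, while the deposited values hold 2 libraries per line, and it does not name its housekeeping genes.

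**Figure D3:**
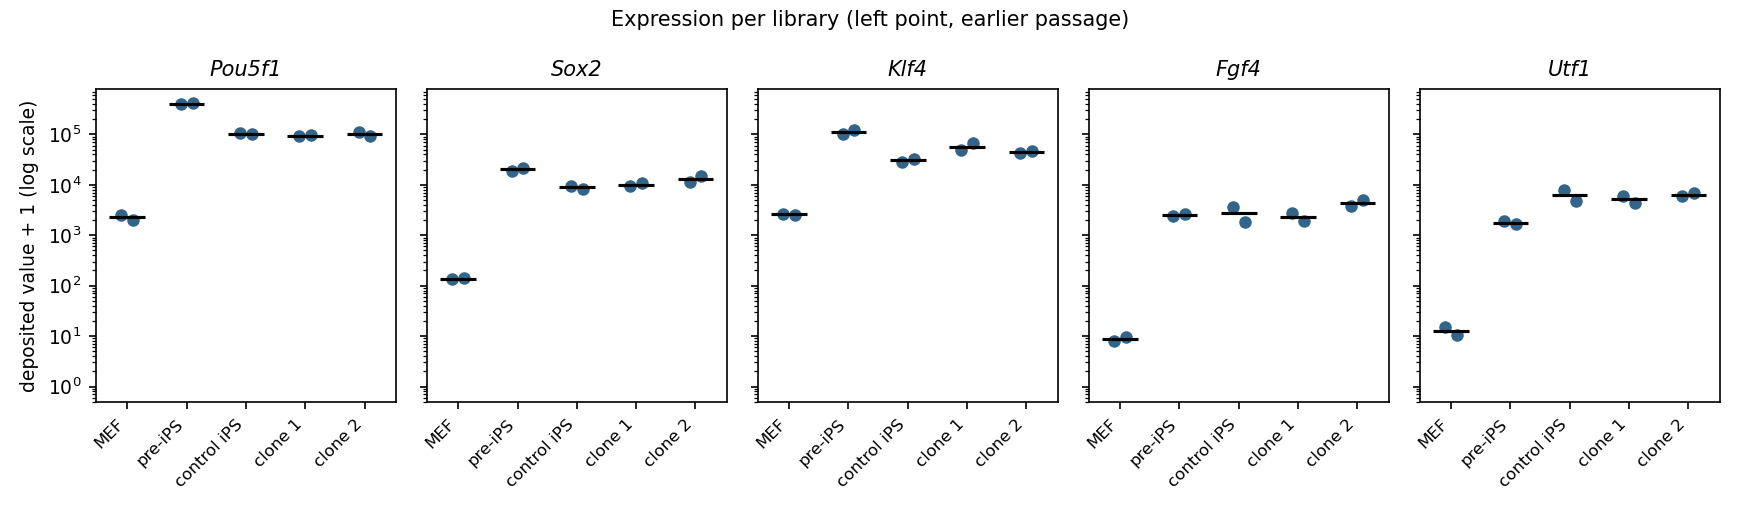
Deposited value + 1 (log axis) of *Pou5f1*, *Sox2*, *Klf4*, *Fgf4* and *Utf1* in the 10 libraries. Points are libraries, with the earlier passage on the left, and bars are the means of the lines. The pre-iPS points lie above the iPS lines for the 3 genes also carried by the retroviruses and below them for *Utf1*.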

Data are normalized to housekeeping genes as the mean  $\pm$  s.d. (n=3). (c) Chromosomes counting in "control" and "rNetrin-1 derived" mouse iPS cells. (d) Mouse "rNetrin-1 derived" iPS cells are able to downregulate endogenous Oct4 promoter upon LIF withdrawal. Cells were induced to differentiate for 5 days by LIF withdrawal and subjected to FACS analysis for Oct4/GFP expression. (e) *UNC5b* and *UNC5c* dynamics during pluripotent reprogramming. Q-RTPCR depicts *UNC5b* and *UNC5c* expression levels during a 6 days kinetic following OSKM retroviral infection. Data are normalized to housekeeping genes and expressed relative to MEF as the mean  $\pm$  s.d. (n=3). (f) Knockdown efficiency of DCC shRNA. Q-RTPCR depicts *DCC* expression level 96 hours following MEF infection with lentiviral particles encoding 3 different shRNA against DCC. Data are the mean  $\pm$  s.d. (n=2). (g) Effect of *UNC5b* depletion on reprogramming efficiency induced by OSKM retroviral infection, analysed by quantifying alkaline phosphatase (AP) positive colonies. The number of colonies produced from sh-scrambled-infected MEFs is set at 100% for each individual experiment. Three different shRNA were used. Data are the mean  $\pm$  s.d. (n=3). (h) Knockdown efficiency of *UNC5b* shRNA. Q-RTPCR depicts *UNC5b* expression level 96 hours following NIH3T3 infection with lentiviral particles encoding 2 different shRNA against *UNC5b*. Data are the mean  $\pm$  s.d. (n=2). (i-j) Netrin-1 effect on reprogramming is due to DCC pro-apoptotic activity. Recombinant Netrin-1 and Netrin-1 blocking antibody treatments were performed in parallel in *DCC*<sup>wt/wt</sup> and *DCC*<sup>D1290N/D1290N</sup> MEF. The number of AP positive colonies produced from untreated MEF is set at 100% for each individual experiment. Data are the mean  $\pm$  s.d. (n=3). Statistical analysis, Student's t-test  $p < 0,05$  (\*), ns: non significant. (k-n) Netrin-1 effect on reprogramming is mainly c-Myc and p53 independent. (k) Recombinant Netrin-1 and Netrin-1 blocking antibody impact on reprogramming induced by OSK retroviral infection. Recombinant Netrin-1 (0.9 $\mu$ g/mL) and Netrin-1 blocking antibody (10 $\mu$ g/mL) were added daily to the culture media and AP+ colonies counted 20-25 days following OSKM infection. The number of colonies produced from untreated MEFs is set at 100% for each individual experiment. Data are the mean  $\pm$  s.d. (n=3). (l) Recombinant Netrin-1 impact on mouse iPS cells generation induced by OSK RNA sendai virus. Netrin-1 (0.15 $\mu$ g/mL or 0.75 $\mu$ g/mL) was added daily to the culture media and Oct4/GFP positive colonies counted 20-25 days following OSK infection. The number of colonies produced from untreated MEFs is set at 100% for each individual experiment. Data are the mean  $\pm$  s.d. (n=3). Statistical analysis, Student's t-test  $p < 0,05$  (\*). (m-n) Recombinant Netrin-1 and Netrin-1 blocking antibody effect on *p53*<sup>-/-</sup> MEF reprogramming. Treatments were performed in parallel in *p53*<sup>+/+</sup> and *p53*<sup>-/-</sup> MEF. The number of AP positive colonies produced from untreated MEF is set at 100% for each individual experiment. Same results are obtained with at least 2 different MEF clones for each genotype. Transduction efficiencies were similar between genotype. Statistical analysis, Student's t-test  $p < 0,05$  (\*).

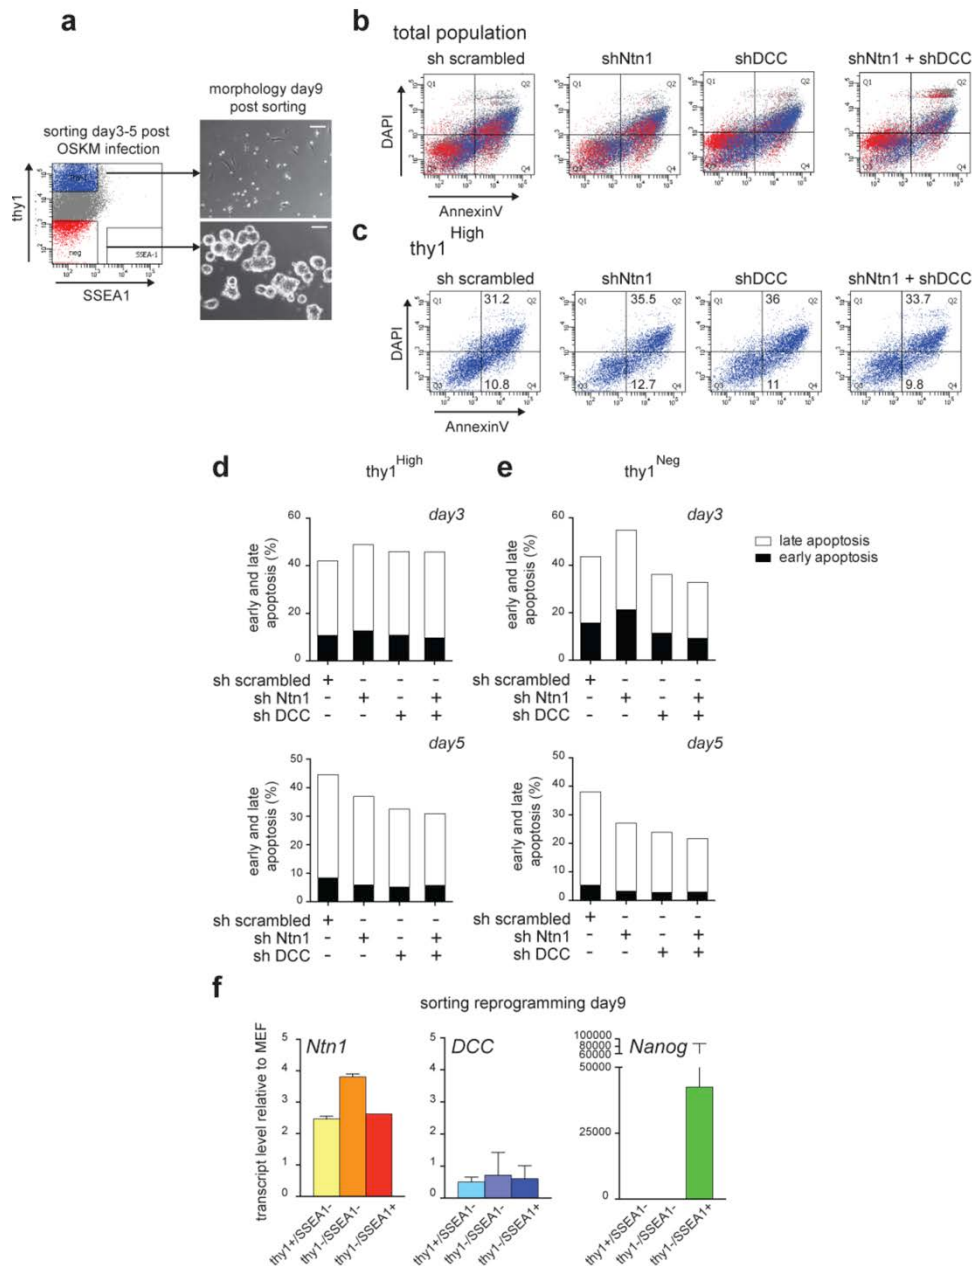

### Supplementary Figure 3. Netrin-1/DCC balance modulates apoptosis during the early phase of reprogramming.

(a) Representative FACS profile of thy1<sup>High</sup> and thy1<sup>Neg</sup> cells 3-5 days post OSKM infection. Cells were sorted and plated back in reprogramming media for 6-9 additional days before brightfield pictures were taken. Bars 150µm. (b-c) Representative FACS profiles of apoptosis analysis in bulk population (b) or in thy1<sup>High</sup> cells (c) following Ntn1 and/or DCC depletion. Cells were immunostained with thy1, AnnexinV and DAPI after 3 and 5 days of pluripotent reprogramming. (d-e) Quantification of early and late apoptotic cells percentage in thy1<sup>High</sup> and thy1<sup>Neg</sup> subpopulations following Ntn1 and/or DCC depletion. Values correspond to one experiment representative of three independent experiments. (f) *Ntn1*, *DCC* and *Nanog* expression levels in subpopulations of cells during reprogramming. Cells were sorted on thy1 and SSEA1 cell surface markers at day9 post-OSKM infection and Q-RTPCR

performed. Data are normalized to housekeeping genes and expressed relative to MEF as the mean  $\pm$  s.d. (n=3).

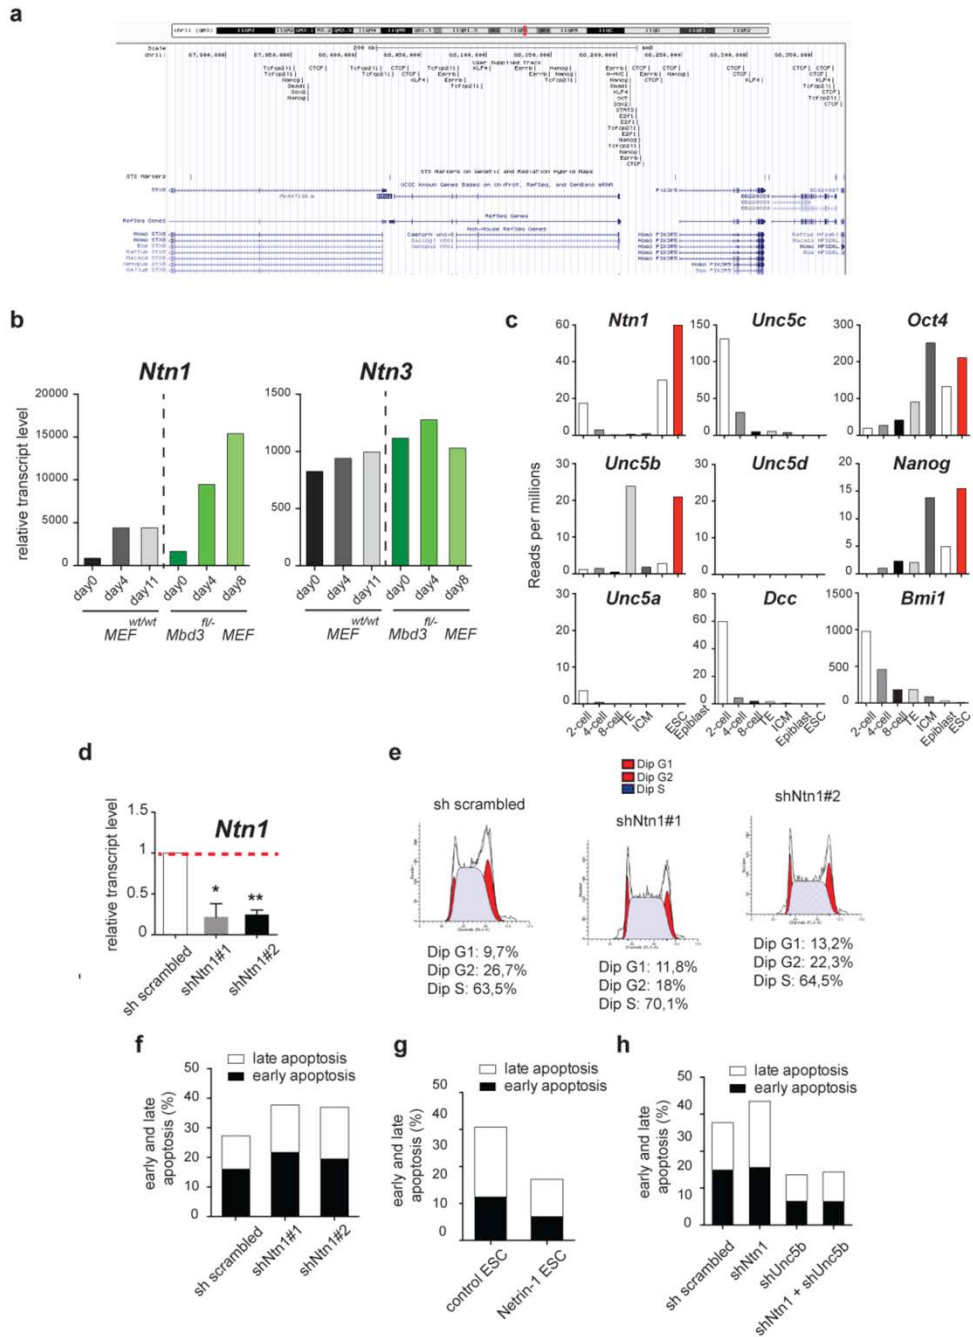

## Supplementary Figure 4. Netrin-1 transient transcriptional repression is mediated by the NuRD complex.

(a) Pluripotency factor binding on Netrin-1 promoter in mouse ES cells. Data are extracted from<sup>22</sup>. (b) *Ntn1* expression level during *MEF*<sup>wt/wt</sup> and *Mbd3*<sup>fl/-</sup> reprogramming. Data are extracted from published resources<sup>26</sup>. (c) *Ntn1*, *UNC5a-d*, *DCC*, *Oct4*, *Nanog* and *Bmi1* expression at the single cell level in pre-implanting embryos, epiblast and ES cells. Reads per millions (RPM) for each gene was extracted from<sup>28</sup>. (d) Netrin-1 knockdown in stable ES cell lines. Q-RTPCR depicts *Ntn1* expression in sh scrambled, shNtn1#1 and shNtn1#2 stable ES cell lines obtained by lentiviral infection. Data are normalized to housekeeping genes and expressed relative to sh scrambled ES cells as the mean  $\pm$  s.d. (n=3). (e) Netrin-1 depletion in ES cells has no effect on cell cycle distribution. Cell cycle was

analysed by FACS using PI using the FACS calibur software. (f) Quantification of early and late apoptotic cells percentage in sh scrambled, shNtn1#1 and shNtn1#2 ES cells. Values correspond to one experiment representative of three independent experiments. (g) Quantification of early and late apoptotic cells percentage in "control" and "Netrin-1 expressing" ES cells. Values correspond to one experiment representative of three independent experiments. (h) Quantification of early and late apoptotic cells percentage upon Ntn1 and/or UNC5b depletion. Values correspond to one experiment representative of two independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

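RNA of 5 mouse lines was sequenced: Oct4/GFP MEF, a pre-iPS line, a 'control' iPS line and 'rNetrin-1-derived' iPS clones 1 and 2. Each line has 2 libraries. The lines and passages were taken from the sample labels, which name the same lines and passages as Fig. 2b and Supplementary Fig. 2a. The labels call the treatment Netrin-1 and the paper rNetrin-1.

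The authors deposited 1 table of the series with 18901 genes and 10 libraries. Its unit is treated here as a normalized signal: the values are read counts that the authors had brought to a common library size with edgeR (pseudo-counts), so they are neither whole counts nor values scaled to a fixed total. The paper's methods name the sequencer and RNA quality control, and no aligner, counting program, genome build or annotation is named in its text. Fig. 2b names DESeq's variance stabilizing transformation of the count data, and the legend of Supplementary Fig. 2b names normalization to housekeeping genes. The paper's statistics section names a test for the paper as a whole and none for the RNA-sequencing. The design of the comparisons was written for normalized values before the data were examined, and it was kept.

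In the pre-iPS and iPS libraries each deposited value, less a constant, was a whole multiple of what 1 read is worth in that library. In MEF the values were inverted through edgeR's adjustment with the 2 MEF libraries as 1 group. Whole reads came out for 100% of the values in every library. As a check, the equalization was run again on the recovered reads, with a common dispersion of 0.000389, and gave back the deposited values with a median relative difference of 7.35e-11% over 165628 values above 5. The recovered reads gave the depth of 38110410 to 52946856 reads on genes per library. At this depth counting error is small beside the variation between libraries, which had a coefficient of 16.1 to 19.6% in the pre-iPS and iPS lines. Each listed gene had at least 10 reads over the 10 libraries together, so genes below that number are not in the table.

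Genes with a value of at least 10 in at least 2 libraries were analysed, which left 17075. The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(value + 1), with 1 mean for each of the 5 lines over all 10 libraries and Benjamini-Hochberg adjustment. A gene was counted as different at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The contrasts were the mean of the 2 clones against the control line, each clone against the control and against the other clone, each iPS line against the other 2 iPS lines, and pre-iPS and MEF against the mean of the 3 iPS lines. Passage 25 was compared with passage 5 over the 8 pre-iPS and iPS libraries with the line as a block. Single genes were also compared by exact two-sided permutation tests of the libraries. These cannot give a p under 0.0667 for 2 libraries against 4 or under 0.0357 for 2 against 6. The passages of a line are repeated samples of 1 clone, so a p given here compares lines and their passages, not independently derived clones.

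Passage numbers in the labels pair the libraries across the pre-iPS and iPS lines (5 with 5 and 25 with 25), and the passage was used as a replicate block in an alternative fit. The MEF passages are other numbers, so MEF has no such fit. Euclidean distances and Pearson correlations were computed on log2(value + 1) over the same 17075 genes.

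The alternatives were a pseudocount of 5 or 0.5, no filter or a filter on a mean of at least 50 (14043 genes), the adjusted p alone, quantile normalization, scaling to housekeeping genes for single genes (not reported here), a fit over only the lines compared, the replicate block, the 500 most variable genes or the square root of the value for distances, and leaving out each library in turn. Added after seeing the data were edgeR 4.0.16 (quasi-likelihood test, TMM normalization) on the recovered reads, and DESeq2 1.42.0 (variance stabilizing transformation) of the same reads. Of 18901 symbols, 17637 were found in GENCODE M21 for GRCm38 and 1041 more through older names listed by RefSeq, 98.8% in all. This build and annotation need not be those on which the authors counted. Genes that share reads with paralogs or pseudogenes, such as *Pou5f1*, *Nanog* and *Dppa3*, are uncertain where the counting split such reads, and the strand used in counting is not named in the paper's text.

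The genes named were those the paper names and the table lists, the 5 higher and the 5 lower genes with the largest fold changes between the rNetrin-1-derived lines and the control without overlap of libraries, the 3 higher and 3 lower for pre-iPS and for MEF against iPS chosen likewise, and *Gapdh*, *Actb*, *Hprt* and *Tbp*. *Xist*, Y-linked genes other than those above, *Meg3*, *Rian*, *Mirg*, *Dlk1*, *Rtl1*, *Nnat*, *Grb10* and *Tfcp2l1* were named after their values were seen.

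The tests were tried on simulated counts of 17075 genes with 200 genes changed by 2 on the log2 scale, drawn with the control means, the real library sizes and 1 spread for all genes of a library. Limma called 192 of them (96%) and 1 other gene for the 2 clones against the control, 193 with the 6 iPS libraries alone, 193 with the replicate block and 195 for the passages. On the 4 libraries of clone 1 and the control alone it called 186 (93%). EdgeR called 193. With no change simulated, limma called 0. Apart from the simulated changes, all lines were drawn from the same means, without differences between clones. The simulation therefore does not tell how often differences between clones alone would be called. A simulated shift of 0.2 on the log2 scale of 1 chromosome was recovered as 0.198, with at most 0.034 on any other autosome, over 11937 genes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.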

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

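In this part, the tests of how many chromosome 8 genes were raised, of the other autosomes, of the distal part of chromosome 8, of both passages of each line lying on the same side, of X-linked genes and of *Pou5f1* as a sign of dilution were chosen only after the result was seen.

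*Nanog*, *Esrrb*, *Zfp42* and *Myc* stood on opposite sides of the control line in the rNetrin-1-derived clones. In clone 2 less clone 1 the log2 difference was 1.37 for *Nanog* (limma adjusted p = 0.0221), 2.35 for *Esrrb* (adjusted p = 0.0401) and 2.27 for *Zfp42* (adjusted p = 0.0121), and −0.788 for *Myc* (adjusted p = 0.0243), with both libraries of each clone on its side of both control libraries. The limma adjusted p is the test of the difference between the clones. With each clone set against the control, only *Myc* in clone 1 had a limma adjusted p under 0.05 (0.0361). In the other comparisons of these genes with the control it was 0.0525 (*Zfp42* in clone 2) to 0.538 (*Myc* in clone 2). Scaling between libraries was tested first. Over the deposited scaling and quantile normalization the smaller of the differences of *Nanog* and *Esrrb* stayed at 1.36 or more. Dilution of clone 1 by cells without pluripotency genes would lower *Pou5f1* as much, and *Pou5f1* differed by 0.085 and *Sox2* by 0.372. Part of the *Pou5f1* and *Sox2* reads can come from the transgenes, so this test bears only on the sum. A candidate explanation is a coordinated shift of naive pluripotency genes between the clones. Of 12 other naive genes listed before the test, 9 were higher in both libraries of clone 2 than in both of clone 1 and 0 were lower in both, where 22.3% of all genes were higher in both and 16.7% would be by chance. This compares the clones only with each other, and 1 of the 12 (*Tfcp2l1*) also had the clones on opposite sides of both control libraries, so the shift bears on the difference between the clones and not on their places around the control. *Zfp42* lies on chromosome 8 (43295063 to 43306980), in the part that is raised in clone 2 by 0.277 at passage 25, which is small beside its difference of 2.27. *Myc* was carried by the retroviruses, and transgene reads were not separated. With 1 line for each clone, no test here ties the difference to rNetrin-1, which both clones received.

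Genes of chromosome 8 were higher in clone 2 than expected from the other autosomes. Their median log2 shift from the mean of the other 2 iPS lines, over 645 genes, was 0.121 at passage 5 and 0.219 at passage 25. It lay between −0.102 and −0.092 in the control and clone 1, whose reference includes clone 2. The largest shift of another autosome was 0.044 in the passage 25 library and 0.064 over all 8 pre-iPS and iPS libraries, so scaling between libraries does not produce it. It is not due to a few genes, since 76.4% of the chromosome 8 genes lay above the autosomal median at passage 25 and 76.0% at passage 5. Against genes of other autosomes matched on GC content, length and expression the shift was 0.232. Of 10000 random sets of as many genes of other autosomes, matched on expression, 0 reached it. A gain of part of chromosome 8 in some of the cells is a candidate explanation. Genes of low, middle and high expression shifted by 0.185, 0.240 and 0.228, the smallest of them 0.185. The shift was confined in these libraries to the part past 30 Mb (0.143 at passage 5 and 0.277 at passage 25), with 0.014 over the first 30 Mb at either passage. The difference of 0.262 at passage 25 was reached in 0 of 10000 shuffles of the gene order. If expression followed copy number, an added copy of the distal part in 42% of the cells would give 0.277. A strain difference between the lines was not tested separately. It would be the same at both passages of a clone, while the shift past 30 Mb was 0.143 and 0.277, each in 1 library. The gain remains a hypothesis. The paper counts chromosomes at another passage (Supplementary Fig. 2c).

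*Xist* had a mean value of 20979.5 in clone 2, against 282 and 317 in the control libraries and 144 and 154 in clone 1. The pre-iPS line had 16030 and 22076. The Y-linked *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* had 0 to 7 reads in clone 2 and pre-iPS, 753 to 2814 in the control and clone 1, and 64 to 367 in MEF, which also had 44538 and 50201 *Xist* reads. Over all 8 Y-linked genes listed, the reads were 121 and 167 in clone 2, 108 and 138 in pre-iPS, and 5335 to 8627 in the control and clone 1. RNA from fibroblasts in the culture was weighed against a list of 12 fibroblast genes written before the test. Their median level in clone 2 was 1.377% of MEF at passage 5 and 1.051% at passage 25, where *Xist* stood at 41.5 and 37.9%, so fibroblast RNA does not account for it. A swap of a library between lines on different sides would put the passages of a line on opposite sides, and 4 of 4 lines had both passages on the same side. This count follows from the pattern as first seen, and a swap between lines on the same side would not show in it. A swap of both libraries of a line was not tested, and the pattern cannot be told apart from it. A candidate explanation is that clone 2 and the pre-iPS line come from female cells and the control and clone 1 from male cells of a mixed MEF culture. X-linked genes (398) were shifted in clone 2 by 0.131 and 0.169 from the control and clone 1, so they were not lower. This test cannot decide on the sex, since a shift that is not below 0 can arise in a line of either sex. In the pre-iPS libraries, to which the test was not applied, the shift was only −0.015 and 0.068, from a mean of the iPS lines that includes clone 2. The sex of the lines is not given in the labels, and this remains a hypothesis. Whatever the cause, the comparison of the rNetrin-1-derived lines with the control mixes libraries with high and low levels of these Y-linked genes.

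*Meg3*, on chromosome 12 from 109541001 to 109571726, was lower in clone 1 than in the other 2 iPS lines by −2.342 on the log2 scale, at 2024 ± 887 (SD, n = 2) against 8880 ± 2039 in the control and 10887 ± 745 in clone 2. The neighbouring *Rian* and *Mirg* were lower by −2.374 and −2.301. Over the deposited scaling and quantile normalization the difference of these genes closest to 0 was −2.301, so scaling does not account for it. A change of imprinted genes in general would move at least 0.5 of them. Of 19 other imprinted genes listed before the test, 1 (*Nnat*) was lower by at least 1 with both clone 1 libraries below all 4 of the others. This rule replaced the one first written, the threshold of limma, under which 2 of the 19 (*Nnat* and *Grb10*) passed in either direction and 6 had an unadjusted p under 0.05. Among all genes 122 of 17075 passed, so a larger share among imprinted genes is not excluded. A change at the region between *Dlk1* and *Dio3* was tested on its other non-coding genes. Of 4 past the filter, 1 was low in both clone 1 libraries. None of the 4 had more than 34 reads in the control and clone 2 libraries together, under a minimum of 50 that was set after this count was seen, so it does not decide between a change of the region and one of a few genes. Counted as first written, 1 of 4 would speak against a change of the whole region. *Rtl1*, transcribed from the same region, was lower by −1.682, and *Dlk1* differed by 0.16. The 2 pre-iPS libraries stood at 2690 ± 1348 for *Meg3*. The pattern cannot be told apart from a change at the region.

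Among 98 groups of 4 or 6 libraries examined for a library far from the others, 2 had one, where chance alone would give 4.9. *Chd4* stood at 29041.47 in clone 2 at passage 5, apart from the other 3 rNetrin-1-derived libraries, and *Hprt* at 4874.53 in the control at passage 25, apart from the other 5 iPS libraries. No explanation was tested for either.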

How the results depend on the processing

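The alternatives described with the processing were set before the data were examined, except the edgeR and DESeq2 settings, which were chosen after seeing the data. Across the settings other than leaving out a library, 218 values are counted as unchanged, 42 moved, 3 reversed and 1 became weaker. Counts of genes are taken as unchanged within 1.5 times the main count, so they can still differ, as with 468 genes under quantile normalization beside 360 for the rNetrin-1-derived lines against the control. Fold changes are taken as unchanged when their sign and their side of an adjusted p of 0.05 stay, and distance ratios and correlations when they stay within the spread of the main value. The weaker one was the log2 fold change of *Klf4* between the rNetrin-1-derived lines and the control, 0.72 with an adjusted p of 0.0938 when only the lines compared were fitted. Its adjusted p ranged from 0.0052 to 0.0938 over 14 settings (housekeeping scaling is not counted here or below), 9 of them under 0.05. It also lost significance in the fits without either MEF library and without either clone 2 library. The cause of these changes was not tested unless a value below shows it.

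With the adjusted p alone as the threshold, the counts of different genes rose to 697 for the rNetrin-1-derived lines against the control (equally for the control against the other 2 iPS lines, the same contrast), 424 for clone 1 and 709 for clone 2 against the control, 271 between the clones, 202 for clone 1 and 437 for clone 2 against the other 2 iPS lines, 6758 for pre-iPS and 13546 for MEF against iPS, and 1869 for the passages. With only the lines compared in the fit, they fell to 134, 0, 17, 6, 9 and 25 in the order of the first 6 of these contrasts, where 2319, 2525, 2227, 1811, 2122 and 2417 genes had an unadjusted p under 0.05. Simulated changes of 2 on the log2 scale were called in fits of 4 and of 6 libraries. They had 1 spread for all genes, so they do not tell whether smaller changes or more variable genes are lost with so few libraries. With either MEF library left out, clone 1 against the control gave 101 and 98 genes, so part of the 240 rests on MEF, whose libraries differ least, sharing the estimate of the spread. With the passage as a replicate block the counts rose to 564, 490, 711, 327, 303 and 438, and pre-iPS against iPS gave 2947 beside 2781 without the block.

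A filter on a mean of at least 50 gave 106 genes between the clones and 1758 for pre-iPS against iPS. For clone 2 against the other 2 iPS lines a pseudocount of 5 gave 335 genes and quantile normalization 326, beside 217. Without the line as a block, the passages differed in 6 genes beside 289. Quantile normalization turned the split of 804 higher and 1977 lower genes in pre-iPS cells into 1354 and 1494. EdgeR's test on the recovered reads called 387 genes for the rNetrin-1-derived lines against the control, 326 of them shared with limma's 360 in the same direction.

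Leaving out each library in turn, where both sides kept at least 2, gave 199 to 419 genes for the rNetrin-1-derived lines against the control and for the control against the other 2, 98 to 264 for clone 1 and 242 to 377 for clone 2 against the control, and 40 to 117 between the clones. It gave 25 to 255 for clone 1 and 72 to 185 for clone 2 against the other 2 iPS lines, 2681 to 2872 for pre-iPS and 8170 to 8295 for MEF against iPS, and 94 to 288 for the passages, where a library was left out of the block of its line. The log2 fold change between the rNetrin-1-derived lines and the control then ranged from −0.28 to 0.34 for *Nanog*, −0.11 to 0.74 for *Esrrb*, −0.84 to 0.0404 for *Dppa3*, −0.43 to 0.27 for *Utf1*, −0.20 to 0.80 for *Fgf4* and −0.23 to 0.33 for *Zfp42*, so the direction of these small differences rests on single libraries. For pre-iPS against iPS it ranged from −7.27 to −6.28 for *Esrrb* and from −0.13 to 0.17 for *Zfp42*. EdgeR on the recovered reads turned the sign of *Nanog* between the rNetrin-1-derived lines and the control (−0.0029, adjusted p 0.998, against 0.836 to 1.0 over its 14 settings) and that of *Zfp42* in pre-iPS against iPS (−0.0252, adjusted p 0.942), which quantile normalization also turned (−0.002, adjusted p 0.995, against 0.423 to 0.995 over its 14 settings). The decreases of *Nanog*, *Esrrb* and *Dppa3* in pre-iPS cells kept their direction in every setting run. Their adjusted p stayed under 0.05 in the 14 settings that give one, housekeeping scaling not counted.

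The ratio of the MEF to iPS distance over that from the control to the rNetrin-1-derived lines, 3.60, became 3.22 without a filter, 4.15 with a mean of at least 50, 5.17 with the 500 most variable genes, 3.19 after quantile normalization, 5.13 on the square root and 3.39 after DESeq2's transformation. For pre-iPS to iPS the ratio of 1.9 became 2.77 with the 500 most variable genes, 1.73 after quantile normalization and 1.61 on the square root. The correlation of 0.978 became 0.970 with a mean of at least 50, 0.903 with the 500 most variable genes, 0.986 on the square root and 0.985 after DESeq2's transformation. Leaving out a library gave ratios of 3.51 to 3.69 for MEF and 1.84 to 1.97 for pre-iPS, a ratio of the control distance to the distance between the clones of 0.91 to 1.11, and correlations of 0.977 to 0.979. In every one of these settings the pre-iPS and MEF ratios stayed above 1.

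The fit of the passages over only the lines compared was not run separately, since it is the fit already made, and MEF against iPS has no replicate block because its passages have other numbers. Depth did not limit the calls for genes named here except those near 0 in a line, such as *Dppa3* in MEF, *Lamp5* in the control and the Y-linked genes in clone 2, for which a fold change depends on the pseudocount.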

Differences from the paper's values

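The bars of Supplementary Fig. 2b were read by eye and set beside the values here as ratios to the control line. A ratio was counted as differing when the gap was larger than both errors and one value was more than 1.5 times the other. Of 22 ratios, 1 differed by this rule. The ratio of *Dppa3* in clone 1 to the control was 0.539 here, and the paper's value is about 1.1 in Supplementary Fig. 2b, read by eye, with an SD of about 0.48. Among the alternatives set before the data were examined, the ratio no longer differed without the passage 25 library of clone 1 (0.734) and without the passage 5 library of the control (0.766). It still differed with quantile normalization (0.522), without the passage 5 library of clone 1 (0.344) or without the passage 25 library of the control (0.416). For clone 2 the ratio was 1.06 here, and the paper's value is about 0.58 in Supplementary Fig. 2b, read by eye, a gap within the larger error. It differed without the passage 5 library of clone 2 (1.23) and without the passage 5 library of the control (1.503), and did not with quantile normalization (1.06), without the passage 25 library of clone 2 (0.883) or without the passage 25 library of the control (0.816). The legend gives n = 3, and 2 libraries per line were analysed here.

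For *Pou5f1* in clone 1 the ratio was 0.912 here, and the paper's value is about 1.2 in Supplementary Fig. 2b, read by eye. This gap was larger than both errors but under 1.5 times.

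Supplementary Fig. 2b also shows clone 1 above clone 2 for *Dppa3* and for *Pou5f1*. Here *Dppa3* was 684 ± 351 in clone 1 and 1343 ± 314 in clone 2 (SD, n = 2), and *Pou5f1* was 94851 ± 5443 and 100917 ± 12871, with limma adjusted p of 0.345 and 0.784 for the differences between the clones. For *Dppa3* both clone 2 libraries were above both clone 1 libraries.

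In the heatmap of Fig. 2b the control line is joined with clone 2 before clone 1 is joined to them. Here the control line joined clone 1 first in all 8 combinations of scale and linkage that were run, complete linkage in 6 and average linkage in 2, DESeq2's transformation of the recovered reads among them, which was chosen after seeing the data. The mean distance from the control was 83.3 ± 7.5 to clone 1 and 90.1 ± 6.0 to clone 2 (SD of 4 pairs).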

Other observations

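In this part, the tests of the equalization of library sizes and of a repeated RNA sample for MEF, of the order of the clones in Supplementary Fig. 2b and of other groupings of the passages were chosen only after the result was seen.

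*Dcc* (chromosome 18, 71253634 to 72351069) stood at 849 ± 107 (SD, n = 2) in the control, 309 ± 4.05 in clone 1, 168 ± 22.6 in clone 2, 8.91 ± 0.39 in pre-iPS cells and 37.3 ± 5.35 in MEF. The log2 fold change of the rNetrin-1-derived lines against the control was −1.89 (SE 0.19, limma adjusted p = 0.00247), and the adjusted p was 0.000986 to 0.0164 over 14 settings. All 4 rNetrin-1-derived libraries were below both control libraries (exact permutation p = 0.0667, the smallest possible). Over the deposited scaling and quantile normalization the difference closest to 0 was −1.89, so scaling does not account for it. A difference of this size between any line and the others was weighed next. As far from the other 2 iPS lines as *Dcc* is in the control were 131 genes in the control, 118 in clone 1 and 113 in clone 2. The decrease can therefore not be told apart from differences between single lines, and with 1 control line a link to rNetrin-1 cannot be tested. *Ntn1* stood at 4451 ± 1024 in the control, 5682 ± 740 in clone 1, 5537 ± 1505 in clone 2, 11766 ± 719 in pre-iPS cells and 1036 ± 28.4 in MEF. Its log2 fold change was 0.34 (SE 0.18, limma adjusted p = 0.371) for the rNetrin-1-derived lines against the control and 1.20 (SE 0.17, limma adjusted p = 0.000778) for pre-iPS against iPS. *Unc5b* fell from 16931 ± 178 in MEF to 2299 ± 466 (SD, n = 6) in iPS cells, and *Unc5c* from 5944 ± 15.6 to 82.1 ± 24.0.

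Against the other 2 iPS lines, 360 genes differed in the control, 122 in clone 1 and 217 in clone 2, so the control stands farther from the clones by this count than either clone from the remaining lines. The order depends on single libraries: without the passage 5 library of clone 2 the counts were 199 for the control and 255 for clone 1. The distances do not rank the lines this way, at 86.7 ± 7.2 from the control to the clones and 85.6 ± 10.6 between the clones. The log2 fold changes of the clones against the control correlated at 0.535 across genes. Genes are not independent, and the shared control libraries alone raise such a correlation. The correlation that sharing alone would give was not computed, so the value cannot tell a shared change from none. Of 164 genes with a location that differed between the clones, 20 lay on chromosome 8 (12.2%, against 5.1% of the genes tested), 18 of them higher in clone 2, and 24 on the X chromosome (14.6%, against 3.8%), all 24 higher in clone 2, besides 8 on the Y chromosome.

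Between passages 5 and 25 of the pre-iPS and iPS lines 289 genes differed, 68 higher and 221 lower at passage 25. Of the 8 ways to assign the passages within the 4 lines, 1 gave as many, the real one, and the other 7 gave 0. With 8 ways the share cannot go under 0.125 whatever the counts, so this test cannot tell the result apart from chance. Apart from it, changes between the passages correlated across genes at 0.235 to 0.504 in all 6 pairs of lines, where genes are not independent. The sample titles number all passage 5 libraries of these lines before those of passage 25. A batch shared by the libraries of a passage can therefore not be told apart from the passage itself.

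The 2 MEF libraries, labelled passages 2 and 4, were closer to each other than the libraries of any other line, with a distance of 46.1 against 62.7 to 71.3. The authors' equalization treated them as 1 group, but the recovered reads, which precede it, gave a coefficient of variation of 1.881%, so the equalization does not account for the closeness. RNA of 1 sample sequenced again would give a mean chi-square of about 1 per gene, and the value was 3.12, beside 43.6 to 59.3 in the other lines. The libraries differ by more than sampling noise, and the same RNA in separately made libraries cannot be told apart from close cultures. They were kept as separate libraries.

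The clones' places in Fig. 2b differ from those here. In mean distance to the pre-iPS libraries after DESeq2's transformation, clone 1 stood at 127.1 and 121.8 and clone 2 at 128.6 and 147.5 (passages 5 and 25), with the control at 150.9 and 147.3. By eye, Fig. 2b shows the line with unlike passages as clone 1. A possible explanation is that the clone names were exchanged between the figure and the labels. If so in both figures, the order of the clones in Supplementary Fig. 2b would be turned for most genes, and for 6 of the 8 genes it was the order found here (the others being *Pou5f1* and *Dppa3*). The test does not decide whether the names in Fig. 2b alone were exchanged, and the difference cannot be told apart from such an exchange.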
